# Gene Expression Dynamics in Rice Peduncles at the Heading Stage

**DOI:** 10.3389/fgene.2020.584678

**Published:** 2020-12-03

**Authors:** Manu Kandpal, Chandrapal Vishwakarma, Kushagra Krishnan, Viswanathan Chinnusamy, Ashwani Pareek, Manoj K. Sharma, Rita Sharma

**Keywords:** heading, rice, peduncle, stem, anther, panicle exsertion, internode

## Abstract

Improving grain yield in the staple food crop rice has been long sought goal of plant biotechnology. One of the traits with significant impact on rice breeding programs is peduncle elongation at the time of heading failing which leads to significant reduction in grain yield due to incomplete panicle exsertion. To decipher transcriptional dynamics and molecular players underlying peduncle elongation, we performed RNA sequencing analysis of elongating and non-elongating peduncles in two Indian cultivars, Swarna and Pokkali, at the time of heading. Along with genes associated with cell division and cell wall biosynthesis, we observed significant enrichment of genes associated with auxins, gibberellins, and brassinosteroid biosynthesis/signaling in the elongating peduncles before heading in both the genotypes. Similarly, genes associated with carbohydrate metabolism and mobilization, abiotic stress response along with cytokinin, abscisic acid, jasmonic acid, and ethylene biosynthesis/signaling were enriched in non-elongating peduncles post heading. Significant enrichment of genes belonging to key transcription factor families highlights their specialized roles in peduncle elongation and grain filling before and after heading, respectively. A comparison with anther/pollen development-related genes provided 76 candidates with overlapping roles in anther/pollen development and peduncle elongation. Some of these are important for carbohydrate remobilization to the developing grains. These can be engineered to combat with incomplete panicle exsertion in male sterile lines and manipulate carbohydrate dynamics in grasses. Overall, this study provides baseline information about potential target genes for engineering peduncle elongation with implications on plant height, biomass composition and grain yields in rice.

## Introduction

With huge diversity in morphological architectures of flowering plants, a thorough understanding of plant morphology is not only essential to appreciate the diverse shapes and forms exhibited by the plant world but also vital to engineering crop plants with improved agricultural traits. A slight modification in plant architecture can have a profound effect on the agronomic performance of crop plants. This was clearly demonstrated during the green revolution, where breeding for semi-dwarf genotypes led to higher yields and lodging resistance in rice (Coyne, 1980). Subsequently, several architectural features such as shape, size and angle of the leaf, number of tillers, and branching, were found to dramatically impact grain yield and stress responses (Peng et al., 2008).

One of the crucial morphological traits that significantly influences grain yield in rice is the elongation of the uppermost internode, also known as the peduncle. Elongation of peduncle at the time of heading facilitates the emergence of panicle from the flag leaf sheath, commonly known as panicle exsertion, which is also crucial for anther dehiscence and pollination (Bardenas, 1965). Incomplete panicle exsertion dramatically reduces seed set in rice and thus adversely affects agronomic yield (Yin et al., 2007). Moreover, peduncle elongation is highly sensitive to environmental factors. Several abiotic stress factors, particularly extremes of temperature and drought stress at the time of heading, result in dramatic yield losses by inhibiting peduncle elongation and, subsequent panicle exsertion and anther dehiscence in rice (Muthurajan et al., 2011; He and Serraj, 2012; Wu et al., 2016). Incomplete panicle exsertion is also observed in cytoplasmic male sterile lines with about 30–40% of panicles remaining enclosed in the flag leaf sheath, therefore making the spikelets unavailable for cross-pollination (Devi et al., 2011). Thus, incomplete panicle exsertion is one of the major impediments to obtain high yields in rice breeding programs. One of the common strategies used to combat this challenge involve spray of gibberellins but it significantly enhances the cost of production (Yin et al., 2007).

Furthermore, peduncle also contributes to grain filling. The excess photoassimilates, accumulated in the form of sucrose and starch in rice stems before heading, are mobilized to the panicles after heading to supplement grain filling (Chen and Wang, 2008; Wang et al., 2016). The transport of these non-structural carbohydrates from flag leaf to the panicle is facilitated through a continuous mature transport phloem network in leaf sheath, peduncle, and the rachis that supports spikelets on panicle (Slewinski, 2012). Since peduncle goes through a sink to source transition during the heading stage, elucidating transcriptional dynamics of peduncle at the time of heading is of fundamental importance to understand the mechanism of non-structural carbohydrate remobilization as well.

Till date, a handful of genes have been experimentally characterized to affect internode elongation through forward and/or reverse genetic strategies (Rutger and Carnahan, 1981; Luo et al., 2006; Zhu et al., 2011; Duan et al., 2012; Gao et al., 2012; Magome et al., 2013; Ji et al., 2014, 2019; Wang et al., 2017; Xie et al., 2018; Chu et al., 2019). However, lack of a comprehensive study to understand the overall gene expression dynamics during panicle elongation at the time heading is still limiting our understanding of panicle exsertion process in rice.

To fill this gap in our understanding, we investigated the transcriptional dynamics during peduncle elongation at the time of heading in two *indica* genotypes of rice, Swarna and Pokkali, so that genotype-specific effects could be minimized. These genotypes exhibit contrasting physiological and morphological traits in terms of cell wall composition, plant height, and grain yields (Jahn et al., 2011). Swarna, an elite *indica* cultivar, developed by crossing Vasista and Mahsuri rice varieties in 1982, has low glycemic index and is the most widely grown rice cultivar in Southern India (Rathinasabapathi et al., 2015). Pokkali, on the other hand, is a salinity tolerant *indica* landrace, mainly grown in coastal region of Southern India, for its salinity tolerance, high protein content, extra-large grains, peculiar taste, and medicinal properties (Hoang et al., 2016; Mishra et al., 2020). Expression profiling of elongating and non-elongating peduncles collected before and after heading, respectively, from both the genotypes, revealed conserved genetic elements and pathways underlying peduncle elongation at the time of heading in rice. These genes can be targeted using reverse genetic approaches to increase yield stability and stress tolerance in rice (Slewinski, 2012). Those implicated in cell wall biosynthesis would be important candidates for engineering stem biomass composition to enhance biofuel production. At the same time, genes regulating anther development as well as peduncle elongation can be leveraged to devise strategies to combat panicle enclosure in male sterile lines.

## Materials and Methods

### Plant Material and Sample Preparation

*Oryza sativa* ssp. *indica* cultivars Swarna and Pokkali plants were grown in the fields under puddle transplanted conditions at ICAR-Indian Agricultural Research Institute (ICAR-IARI), Pusa, New Delhi, India. The phenotypic data on plant height, peduncle length, days to heading, and maturity were recorded from the field-grown plants. Elongating peduncles (EP) about 2–4 days before heading, and non-elongating peduncles (NP), about 2–4 days after heading, were separately sampled for each cultivar. Before heading, samples were collected when the maximum bulge could be observed in the flag leaf with the panicle still concealed beneath the leaf sheath. Conversely, heading stage samples were collected once the panicle had fully emerged out from the flag leaf sheath accompanied by flowering (Figure 1A). The samples were frozen in liquid nitrogen and stored at −80°C until further processing.

**FIGURE 1:**
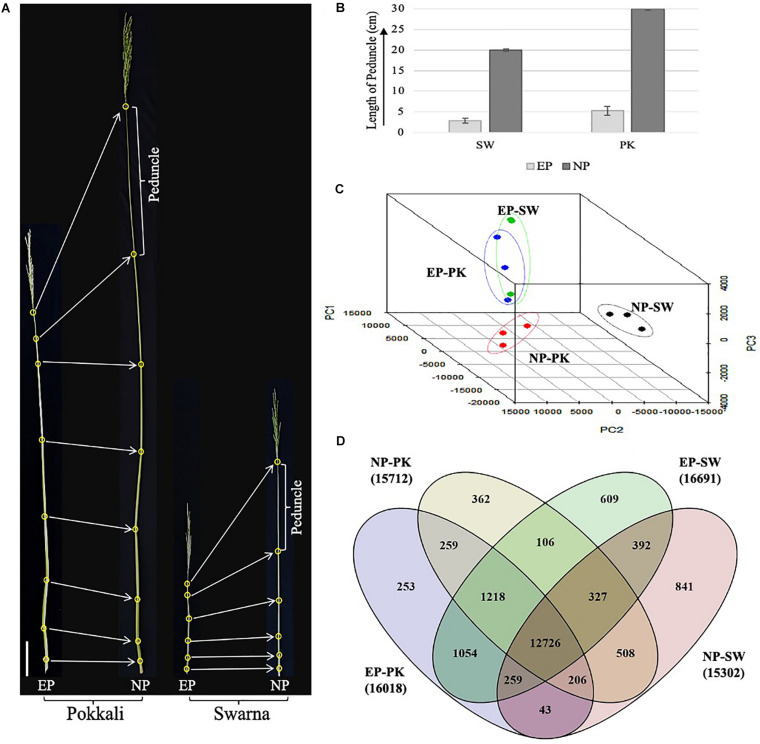
Phenotypic assessment and transcriptomic analysis of rice peduncles. **(A)** The topmost internode, also known as peduncle, is marked in both before heading and after heading Pokkali and Swarna plants. All leaves were removed to clearly show the stem internodes. **(B)** Graph showing comparative length of elongating and non-elongating peduncles in Swarna and Pokkali plants. **(C)** Principal component analysis of all three biological replicates of each sample. Dots of the same color represent biological replicates from same sample. **(D)** Venn diagram showing overlap between number of genes expressing with FPKM ≥ 1 in each sample. The total number of genes expressed in each sample is given in brackets with sample names. SW, Swarna; PK, Pokkali; EP, elongating peduncles before heading, and NP, non-elongating peduncles after heading.

### RNA Isolation, Library Preparation, and Sequencing

Total RNA from three biological replicates of peduncle samples, collected from each cultivar at both elongating and non-elongating stages, was extracted using TRIzol^TM^ reagent (Invitrogen) as per the manufacturer’s instructions. The quantity and quality of RNA samples were determined using Nanodrop 2000 and Agilent 2100 Bioanalyzer. RNA samples with RIN value >7 were processed for library preparation using TruSeq^®^ Stranded Total RNA Sample Preparation Kit. Sequencing was performed on Hisequation 2000 with a read length of 100 bp (Illumina). The data has been submitted to NCBI GEO (Accession No. GSE157727).

### Data Analysis

After sequencing, raw reads were filtered to remove low-quality and adapter-contaminated reads using NGSQC Toolkit with default parameters (Patel and Jain, 2012). The high-quality reads with Phred score ≥30 were aligned with the rice genome available at Rice Genome Annotation Project Database version 7^1^, using Hisat version 2.1.0 with the option – rna-strandness RF, specific for stranded reads (Kim et al., 2015). Assembly was performed using Stringtie with −rf option (Pertea et al., 2015). The final assembly for all samples was obtained by Cuffmerge (Trapnell et al., 2012). Differential gene expression between both the samples was determined by Cuffdiff using the – fr option (Trapnell et al., 2012). The transcripts with log_2_ fold change ≥1 (upregulated genes) or ≤−1 (downregulated genes) with *P*-value cutoff ≤0.05 were considered differentially expressed. The expression levels of novel and annotated genes were quantified in terms of Fragments Per Kilobase per Million (FPKM) using Cufflinks (Trapnell et al., 2010). Principal component analysis (PCA) was performed on normalized FPKM values using prcomp function (center = TRUE, scale = FALSE) of the R package stats^2^. The 3D diagram of PCA for all 12 samples was plotted using the R package scatterplot3d (version 0.3–37^3^). Gene ontology (GO) enrichment for differentially expressed transcripts was performed using PlantGSEA^4^; (Yi et al., 2013), and *P*-values for enrichment analysis of each GO term were calculated using F-test. Only GO terms exhibiting *P*-value ≤0.05 were considered significant.

For metabolic pathway analysis, differentially expressed genes were also mapped on Mapman software using mapping file available for IRGSP loci (Thimm et al., 2004;^5^). The information about previously characterized genes for their roles in internode elongation, anther/pollen development, and grain filling was collected from OGRO (Overview of functionally characterized Genes in Rice Online database; Yamamoto et al., 2012;^6^) and FunRice genes (Yao et al., 2018;^7^) databases supplemented with manual literature survey. The list of differentially expressed genes in nine rice male sterile mutants was extracted from supplementary data provided by Lin et al. (2017).

## Results

### Plant Growth and Phenotypic Analysis

The plant height and developmental stages of *Oryza sativa spp. indica* genotypes, Swarna and Pokkali, grown in natural fields, were monitored over time especially closer to the heading stage. Both heading and maturity take longer in Pokkali as compared to Swarna plants as Pokkali plants took on an average of 123 and 151 days after sowing for heading and maturity, respectively, whereas, in Swarna plants, the average numbers of days for heading and maturity were 112 and 136 days after sowing, respectively. Phenotypic data collected from field-grown plants revealed striking contrast in plant height and peduncle length in both the genotypes (Figure 1A). The average height of Pokkali was almost double (158 cm) compared to Swarna (82 cm) plants. A similar trend was observed in the peduncle length. The average length of elongating peduncles 2–4 days before heading was 2.9 and 5.3 cm in Swarna and Pokkali, respectively. However, with prolific elongation observed closer to heading, peduncle lengths increased to an average of ∼20 cm in Swarna and ∼30 cm in Pokkali plants within 2–4 days post heading (Figure 1B). No significant increase in peduncle length was observed 4 days post heading, suggesting that the peduncle ceases to elongate as soon as the whole panicle has emerged out of the flag leaf.

### Sequencing Statistics and Principal Component Analysis

RNA sequencing of 12 libraries representing elongating (EP) and non-elongating peduncles (NP) of both the genotypes yielded a total of 690 million paired-end reads with an average read length of 100 bp. 

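Peduncles are the uppermost internodes that carry the panicle. They were collected from Swarna, the shorter cultivar, and Pokkali, the taller and more stress-tolerant one, 2 to 4 days before heading (EP) and 2 to 4 days after heading (NP), with 3 libraries in each of the 4 groups. The authors filtered the reads with the NGSQC Toolkit, aligned them with HISAT2 to the genome of the Rice Genome Annotation Project version 7, assembled transcripts with StringTie, merged the assemblies and, by the paper's methods, quantified FPKM, the mapped fragments per kilobase of transcript scaled to the depth of the library, with Cufflinks and determined differential expression with Cuffdiff. Per library, the paper's Supplementary Table 1 gives 42.5 to 61.1 M aligned reads (median 44.9) for Swarna EP, 36.0 to 46.0 M (median 39.7) for Swarna NP, 34.2 to 64.7 M (median 38.3) for Pokkali EP and 46.9 to 72.5 M (median 62.8) for Pokkali NP. The deposited values hold 1 FPKM per gene and group, in which the 3 libraries are already combined. No spread between replicates and no test can be calculated from them, so every difference between NP and EP given with these data is a ratio of 2 group values that has no replicate check. For a locus with several rows of the merged assembly, the row with the highest mean FPKM was used, and 19,126 genes with an FPKM of at least 1 in at least 1 group were compared. Ratios are log2 ratios of NP to EP after adding 0.5 to each FPKM, so positive values are higher in NP, and a difference of at least 2-fold is a log2 ratio of at least 1 in size. Positions are the spans of the assembled loci on the genome of the Rice Genome Annotation Project version 7, counted from 1. Such a span can be wider than the annotated gene and can hold more than 1 gene.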

After removing low-quality and adapter contaminated reads, >616 million high-quality reads with an average Phred quality score (Q) ≥30 were used for reference-based transcriptome assembly. 

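Between 93.9 and 98.0% of the filtered reads of a library aligned to the genome in the paper's Supplementary Table 1, a total of 590 M reads. The FPKM values derived from them cover 73,781 rows of the merged assembly. Of these, 62,442 rows name a single annotated locus and stand for 53,380 loci, 1,407 rows name several loci and 9,703 rows carry no locus name. Among the named loci, 7,247 have more than 1 row, and 35,251 have an FPKM above 0 in at least 1 group.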

More than 90% of the high-quality reads from each replicate could be mapped onto the rice genome (Supplementary Table 1), and a total of 54,966 transcripts were annotated from both the cultivars.

To emphasize variation and correlation among EP and NP stages collected from both the genotypes, we performed PCA. 

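The first principal component of the 4 groups, calculated on FPKM of all loci without scaling, carried 88.2% of the variance and the second 9.85%. On the first, Swarna EP scored −12,497, Pokkali EP −12,780, Pokkali NP 458 and Swarna NP 24,818. A few very abundant loci carried much of this axis. LOC_Os01g74300, singled out after its values were seen, had 496 FPKM in Swarna EP and 23,889 in Swarna NP, and 315 and 8,159 FPKM in Pokkali EP and NP. LOC_Os01g10400 had 13.2 and 11,368 FPKM in Swarna EP and NP, and 9.82 and 8,096 in Pokkali EP and NP. Without the 10 loci of highest variance, the first component carried 59.7% of the variance. The groups kept their order on it, with −3,710 for Pokkali EP, −3,342 for Swarna EP, 73.5 for Pokkali NP and 6,979 for Swarna NP. The 10 loci include LOC_Os10g39860, which was listed at 0 in Swarna NP. Each group is a single point here, so the scatter of the libraries within a group cannot be given.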

As expected, elongating peduncles exhibited a distinct separation from the non-elongating ones (Figure 1C). Furthermore, the results revealed a higher correlation among EP samples of both the cultivars. In contrast, non-elongating peduncles from both the cultivars were well-separated indicating genotypic differences in the transcriptional repertoire of non-elongating peduncles (Figure 1C).

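Across all loci, the FPKM of Swarna EP and Pokkali EP had a Pearson correlation of 0.892, against 0.757 for Swarna NP and Pokkali NP. On log2 values of the genes compared, the correlation was 0.908 between the EP groups and 0.799 between the NP groups. Between the stages it was 0.662 in Swarna and 0.812 in Pokkali. These are correlations across genes, which are not independent replicates. At the EP stage, 3,331 genes differed at least 2-fold between the cultivars, 1,433 being higher in Swarna and 1,898 higher in Pokkali. Among them, *EDT1*, a gene of tapetum degradation, had 5.73 FPKM in Swarna EP and 85.8 in Pokkali EP, and the gene of the GA-inactivating enzyme GA2ox4 had 11.9 and 1.92 FPKM.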

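At the NP stage, 7,784 genes differed at least 2-fold between the cultivars, 3,907 being higher in Swarna and 3,877 higher in Pokkali. The lipoxygenase gene *OsLOX2;3*, of the pathway to jasmonic acid, had 33.6 FPKM in Swarna NP and 0.323 in Pokkali NP. *OsNLA1* had 104 and 5.96 FPKM. In the opposite direction, the plastidic starch phosphorylase gene *PHOL/PHO1* had 14.4 FPKM in Swarna NP and 210 in Pokkali NP. The Euclidean distance between the cultivars over FPKM of all loci was 27,006 for the NP groups and 7,147 for the EP groups, a ratio of 3.78. This ratio was 1.86 without the 10 loci of highest variance and 1.63 on log2 values of the genes compared. From the distance between the NP groups, the paper reasons that the genotypes differ in the transcripts of their non-elongating peduncles.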

Further, genes expressed with FPKM ≥ 1 in all four samples were compared (Figure 1D). 

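Loci with an FPKM of at least 1 numbered 16,643 in Swarna EP, 15,990 in Pokkali EP, 15,238 in Swarna NP and 15,680 in Pokkali NP. Of these, 1,067 reached this level in both EP groups and in neither NP group. They include *CSLD4*, which encodes a cellulose synthase-like protein, and the sucrose efflux gene *SWEET11*. Another 509 loci reached it in both NP groups and in neither EP group, among them *SWEET2b* and the jasmonate repressor gene *OsJAZ9*.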

The total number of genes expressing in EP and NP stages in both the genotypes were comparable with more than 16,000 genes expressing at EP stage and over 15,000 genes expressing in NP samples from both the genotypes. A total of 12,726 transcripts were common to both EP and NP samples. 

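An FPKM of at least 1 in all 4 groups was found for 12,686 loci. The genes of sucrose cleavage, transport and starch breakdown *SUS1*, *SUS4*, *SUT1*, *GWD1* and *BAM3* are among them, as are all 8 *CESA* genes of Supplementary Table 3A. At least 1 group reached this level for 19,126 loci.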

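The level of 1 FPKM was reached in a single group by 609 loci for Swarna EP, 844 for Swarna NP, 255 for Pokkali EP and 365 for Pokkali NP. The potassium transporter gene *OsHAK1* (20.5 FPKM in Swarna NP) and the ABA-related bZIP gene *OsbZIP10* (4.28 FPKM) are examples for Swarna NP, with at most 0.934 FPKM in the other groups. *OsTAA1;2*, a gene of auxin biosynthesis, reached it in Pokkali NP, with 3.12 FPKM there and 0.959 or less elsewhere.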

In both the genotypes, Swarna had higher number of genes expressing exclusively in elongating (609) as well as non-elongating (841) peduncles (Figure 1D).

### *In silico* Validation of Gene Expression Patterns

Several genes in rice have been previously implicated in peduncle elongation and panicle exsertion at the time of heading using forward and/or reverse genetic approaches. To investigate if we could capture their differential accumulation during peduncle elongation, we checked the expression patterns of nine previously characterized genes in our data (Figure 2). Among these, *OsPK1* encoding a pyruvate kinase has been previously implicated in regulating plant height, panicle exsertion and carbohydrate transport during grain filling (Zhang et al., 2012). The mutant exhibits dwarfism, panicle enclosure, and reduced seed set. Consistent with its demonstrated role, *OsPK1* expressed at high levels in elongating peduncles before heading which escalated further in non-elongating peduncles post heading in both the genotypes (Figure 2). Another gene, *OsSUT1*, encoding the sucrose transporter, has been previously shown to express in rice peduncle with a critical role in facilitating the transport of assimilates from the flag leaf blade to the base of filling grains (Scofield et al., 2002, 2007). We observed a significant increase in *OsSUT1* expression post-heading in peduncles of both the genotypes (Figure 2).

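*SUT1* (LOC_Os03g07480) encodes a sucrose proton symporter and lies on chromosome 3 from 3797691 to 3804132. Its value was 10.5 FPKM in Swarna EP and 125 in Swarna NP, 11.9-fold higher in NP. In Pokkali it was 18.7 FPKM in EP and 62.0 in NP, 3.32-fold higher in NP. The related transporter gene *SUT4* (LOC_Os02g58080) had 15.0 and 41.8 FPKM in Swarna EP and NP and 9.91 and 15.4 in Pokkali.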

**FIGURE 2:**
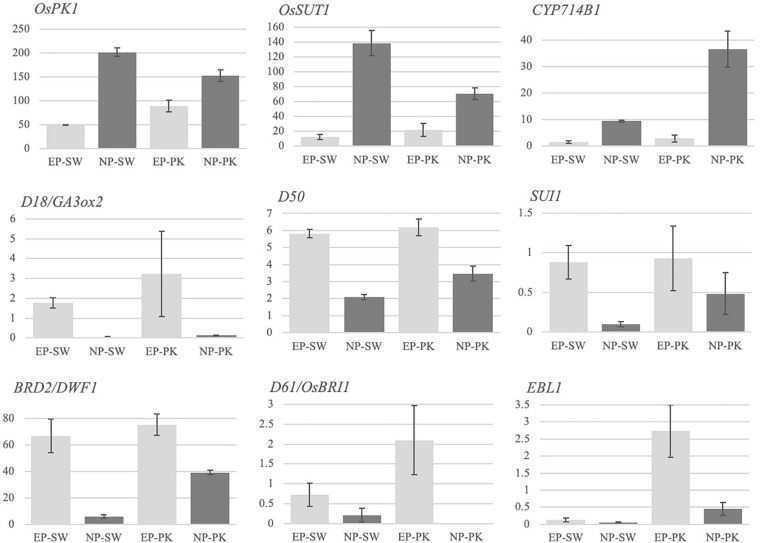
Expression profiles of previously characterized genes for involvement in peduncle elongation and/or panicle exsertion. The *Y*-axis represents FPKM values, and the *X*-axis represents samples. Error bars represent standard error between biological replicates. SW, Swarna; PK, Pokkali; EP, elongating peduncles, and NP, non-elongating peduncles. The names of the genes are given in italics on the top left of each bar graph.

A cytochrome P450 gene, *CYP714B1*, that encodes gibberellin 13-oxidase has been shown to reduce gibberellin (GA) activity in rice (Magome et al., 2013). Double mutation in CYP714B1 and *CYP714B2* resulted in elongation of uppermost internode in rice at the time of heading indicating their role in suppressing internode elongation post heading by downregulating GA activity. 

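*GA3ox2* (LOC_Os01g08220), whose product catalyzes the last step to bioactive GA, lies on chromosome 1 from 4002310 to 4004946. It had 0.599 FPKM in Swarna EP and 0.0220 in Swarna NP, and 0.867 FPKM in Pokkali EP and 0.0490 in Pokkali NP. All 4 values lie below the level of 1 FPKM taken for an expressed gene, and the size of its ratio depends on the constant added before taking logs.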

Conforming to these observations, *CYP714B1*, with negligible expression before heading, showed high expression in rice peduncles after heading in both the rice genotypes (Figure 2), whereas expression of a GA biosynthetic gene, *GA3Ox2* (*Gibberellin 3 beta-dioxygenase 2*) that plays a decisive role in internode elongation in rice, was detected in elongating peduncles pre-heading in both the genotypes (Iwamoto et al., 2011; Figure 2).

*Dwarfism 50* (*D50*) encoding inositol polyphosphate 5-phosphatase is essential for proper formation of intercalary meristem by regulating the direction of cell division, deposition of cell wall pectin, and actin organization (Sato-Izawa et al., 2012). As expected, *D50* exhibited higher expression in rice peduncles before heading with a significant decline observed post heading in both the genotypes (Figure 2). Similarly, another gene, *SUI1* (*Shortened Uppermost Internode 1*) encoding phosphatidylserine synthase, mediates cell expansion during elongation of uppermost internode in rice by regulating the secretion of cell wall components (Zhu et al., 2011; Yin et al., 2013; Ma et al., 2016). The *sui1* mutants exhibit immensely shortened uppermost internode and a sheathed panicle indicating its role in peduncle elongation and panicle exsertion at the time of heading. *SUI1*, though expressed at very low levels, exhibited a significant decline in expression post heading in both the genotypes (Figure 2).

Furthermore, rice genes associated with brassinosteroid biosynthesis and signaling have also been shown to affect internode elongation. Loss of function of *BRD2* (*Brassinosteroid-deficient dwarf 2*) involved in the brassinosteroid biosynthetic pathway and a putative BR receptor kinase, *BRI1* (*Brassinosteroid Insensitive 1*), leads to dwarf phenotypes confirming their role in internode elongation (Yamamuro et al., 2000; Hong et al., 2005). Both the genes exhibited a higher expression in elongating peduncles before heading in rice genotypes with a significant decline post heading in our data. Similarly, phytochrome-regulated *OsEREBP1*-like transcription factor *EBL1* which regulates internode elongation at the heading stage in rice by upregulating the expression of *ACO1* (*aminocyclopropane-1-carboxylate oxidase*), an enzyme associated with ethylene biosynthesis (Iwamoto and Takano, 2011), exhibited a significant decline in expression in Pokkali plants post heading (Figure 2). 

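*OsBRI1* (LOC_Os01g52050), the receptor kinase that perceives brassinosteroids, lies on chromosome 1 from 29927543 to 29931487. Its value was 27.9 FPKM in Swarna EP and 10.1 in Swarna NP, and 25.2 FPKM in Pokkali EP and 8.44 in Pokkali NP. The EP value was 2.77-fold the NP value in Swarna and 2.99-fold in Pokkali. This locus has 2 rows in the assembly, and the row of higher level is given. The other had 0.612 and 0.173 FPKM in Swarna EP and NP and 1.61 FPKM in Pokkali EP, and was listed at 0 in Pokkali NP.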

On the contrary, *EBL1* expression in Swarna plants was negligible both before and after heading. The differential expression of *EBL1* could be due to differential photoperiod sensitivity or response to ethylene levels in both the genotypes. Overall, we obtained the expected expression patterns of the previously characterized genes conforming to their demonstrated functions.

### Differential Gene Expression Analysis and Pathway Enrichment

To identify genes exhibiting differential accumulation during peduncle elongation at the time of heading in both the genotypes, we used a cutoff ≥2-fold change with *P*-value ≤0.05. Expression levels of 8,894 and 5,018 genes were altered in Swarna and Pokkali, respectively. 

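A difference of at least 2-fold between NP and EP was found for 9,930 of the 19,126 genes in Swarna and 5,867 in Pokkali, a ratio of 1.69. The P-value criterion of the paper is not applied in these counts, since it needs the replicates. Genes with large differences in both cultivars include the monosaccharide transporter gene *MST4*, with a log2 ratio of 8.18 in Swarna and 3.79 in Pokkali, and *CSLA1*, a gene of mannan synthesis, with −5.46 and −5.30.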

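In Swarna, 5,081 genes were at least 2-fold higher in NP and 4,849 in EP. In Pokkali, 3,040 were at least 2-fold higher in NP and 2,827 in EP. NP thus took 51.2% of the genes past 2-fold in Swarna and 51.8% in Pokkali. Over the loci used, the FPKM columns have different sums, 330,514 in Swarna EP, 609,663 in Swarna NP, 419,002 in Pokkali EP and 502,800 in Pokkali NP. Dividing each column by its sum moves the median log2 ratio of all genes by −0.82 in Swarna and −0.19 in Pokkali. The NP share is then 25.1% in Swarna and 38.4% in Pokkali, so it depends on the scaling. Scaling each column by the median ratio of its genes instead gives 52.4 and 50.5%, and quantile normalization 48.6 and 50.2%, close to the deposited FPKM. Tallies of gene groups are given on the FPKM as deposited unless a scaling is named. Where a group is read relative to all genes or their median under a scaling, the movement of that median against the deposited FPKM is taken out if above 0.1. Equal column sums divide each column by a single number, so taking out the movement of the median largely undoes them. Such a reading lies near that of the deposited FPKM by construction and is no separate check. Leaving the 10 most abundant genes out of the sums moves the medians by −0.70 and −0.11 and gives NP shares of 28.1 and 43.2%, and quantile normalization moves the Swarna median by −0.12. These scalings by sums were chosen after seeing the data, as was a minimum of 10 FPKM in place of 1, which gives NP shares of 65.2 and 60.6%.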

A total of 4,280 and 2,348 genes were expressed at higher levels in elongating peduncles of Swarna and Pokkali, respectively (Figure 3A), whereas 4,614 and 2,670 genes expressed at higher levels in non-elongating peduncles of Swarna and Pokkali, respectively. Since our study aimed to identify the genes with conserved roles in peduncle elongation instead of genotype-specific differences, we compared the differentially expressed gene sets from both the genotypes. 

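Genes at least 2-fold higher in EP in both cultivars numbered 2,098, where independent lists of the same sizes would share 717. *OsER2*, of the ERECTA receptor kinases that promote organ growth, had 45.9 FPKM in Swarna EP and 1.09 in Swarna NP, and 42.3 and 1.41 FPKM in Pokkali EP and NP. *OsFOR1*, a polygalacturonase inhibitor gene, had 463 and 26.2 FPKM in Swarna and 257 and 9.52 in Pokkali. The AUX/IAA gene LOC_Os12g40900 had log2 ratios of −4.58 and −4.34, the bHLH gene LOC_Os02g51320 of −5.71 and −5.13 and the HMG gene LOC_Os02g15810 of −3.90 and −4.03 in Swarna and Pokkali. The 2 largest mean ratios belonged to loci to which the tables give no symbol. The first, LOC_Os02g41904 on chromosome 2 from 25190484 to 25191221, had 350 and 1.46 FPKM in Swarna and 289 and 1.10 in Pokkali. LOC_Os12g38140 had log2 ratios of −5.71 and −6.96.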

A total of 1,500 genes were expressed at higher levels in EPs of both the genotypes compared to NPs (Figure 3B). Similarly, 1,723 genes expressed at higher levels in non-elongating peduncles. 

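At least 2-fold higher in NP in both cultivars were 2,073 genes, against 808 for independent lists of the same sizes. The NAC gene LOC_Os03g21060 had 0.168 FPKM in Swarna EP and 244 in Swarna NP, and 0.304 and 23.9 FPKM in Pokkali EP and NP. The NAC gene LOC_Os07g37920 had log2 ratios of 6.22 in Swarna and 5.41 in Pokkali, and the WRKY gene LOC_Os05g50610 of 5.14 and 4.28. For the AP2-EREBP gene LOC_Os02g43790 they were 5.26 and 4.09. The locus of the largest mean ratio, LOC_Os05g11320 on chromosome 5 from 6393869 to 6396107, had 0.190 and 391 FPKM in Swarna EP and NP and was listed at 0 in Pokkali EP and at 3,621 in Pokkali NP. The size of its Pokkali ratio, and so its rank, depends on the constant added to FPKM. To look for pathways that do not depend on the cultivar, the paper takes the genes shared by both into its pathway analysis.

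**Figure D1:**
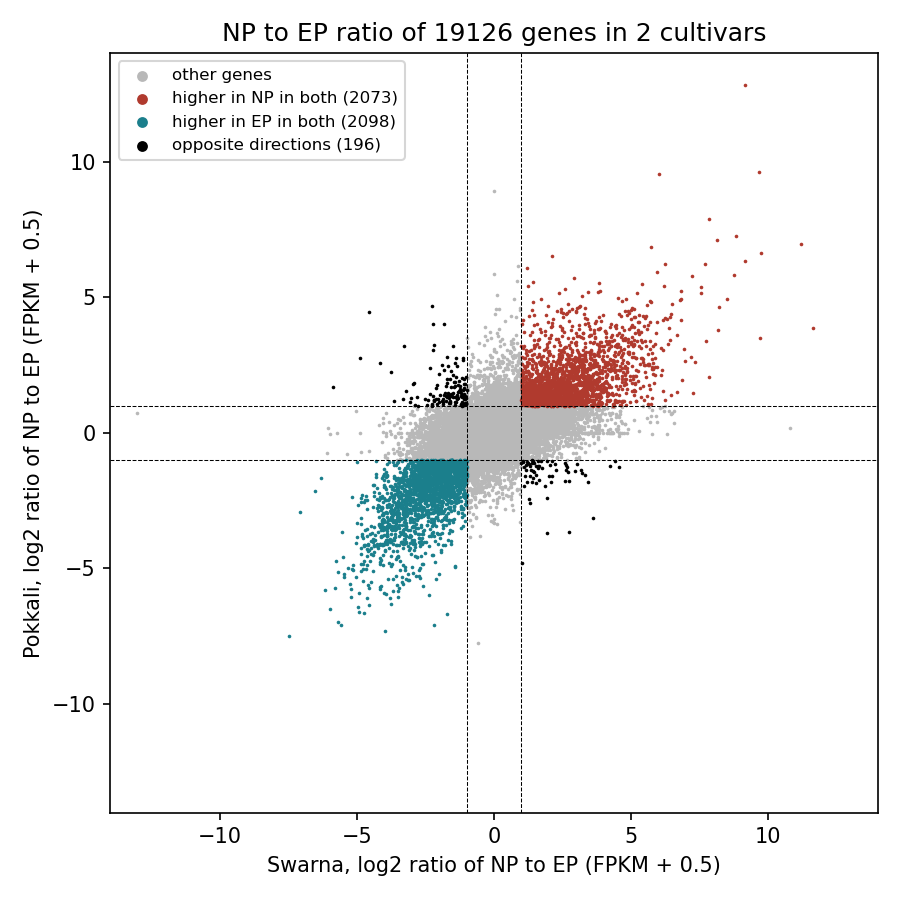
Log2 ratio of NP to EP in Swarna (horizontal axis) and in Pokkali (vertical axis), calculated on FPKM plus 0.5, for the 19,126 genes compared. Each point is a gene, dashed lines mark 2-fold, and the 2,073 genes higher in NP in both cultivars lie in the upper right corner and the 2,098 higher in EP in the lower left.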

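Differences of at least 2-fold in opposite directions were found for 65 genes that were higher in NP in Swarna and in EP in Pokkali, and for 131 with the reverse, where independent lists would share 751 and 771. The AP2-EREBP gene LOC_Os03g08490 is among the former, with 1.72 and 17.7 FPKM in Swarna EP and NP and 2.84 and 1.02 in Pokkali. The C2C2-GATA gene LOC_Os06g37450 is among the latter, with 2.88 and 0.304 FPKM in Swarna and 1.24 and 5.38 in Pokkali. Of the genes past 2-fold in a single cultivar, 5,563 were so in Swarna and 1,500 in Pokkali, and 3,891 and 971 of them had a ratio of the same sign in the other cultivar. The log2 ratios of the cultivars differed by at least 1 for 7,868 genes, without a test of the difference. LOC_Os12g33150, for example, had 3,852 FPKM in Swarna NP and 6.71 in Pokkali NP. These counts of opposite genes move with the constant added to FPKM, to 135 and 247 at 0.1.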

A large number of genes exhibiting contrasting transcript profiles imply genotype-specific variations likely responsible for variation in cell wall, biomass composition, stress tolerance, and other physiological parameters (Figure 3B).

**FIGURE 3:**
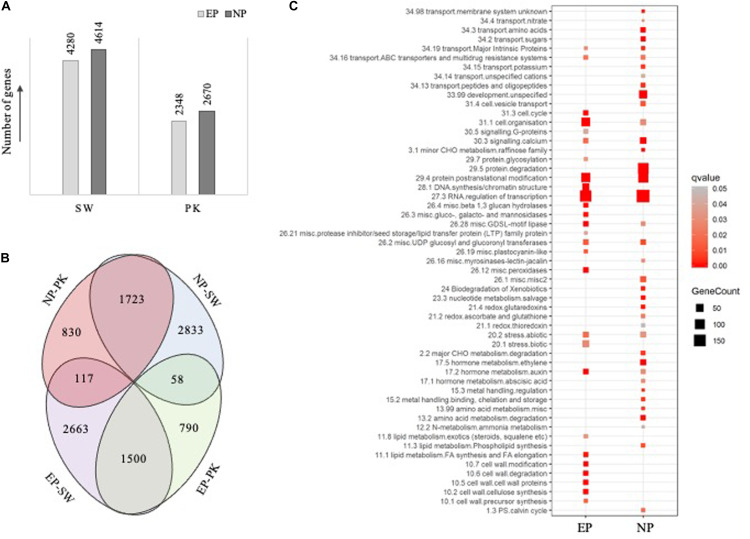
Results of differential expression analysis and pathway mapping. **(A)** Bar diagram showing the number of genes differentially expressed (fold change ≥ 2 and *P*-value ≤ 0.05) at the time of heading with EP representing the number of genes exhibiting higher expression in elongating peduncles before heading and NP representing number of genes exhibiting higher expression post heading. SW, Swarna; PK, Pokkali. **(B)** Venn diagrams showing the overlap between differentially expressed genes in both the genotypes. **(C)** Pathway enrichment analysis of the differentially expressed genes, with EP representing genes exhibiting higher expression in elongating peduncles before heading and NP representing genes exhibiting higher expression in non-elongating peduncles post heading, in both the genotypes. The size of square correlates with number of genes in each category while color signifies *P*-values as shown by legend on the right.

To identify critical genes and pathways underlying peduncle elongation, irrespective of the genotype, we performed pathway enrichment analysis with 1,500 and 1,723 genes exhibiting differential expression in peduncles in both the genotypes (Supplementary Table 2). Among 1,500 genes with higher expression in elongating peduncles, those involved in transcriptional regulation, posttranslational modifications, cell organization, DNA synthesis, cell wall biosynthesis, lipid metabolism, stress response, cell cycle, and auxin metabolism were particularly enriched (Figure 3C). On the other hand, the enriched categories among 1,723 genes exhibiting higher expression in non-elongating peduncles were transcriptional regulation, protein degradation, posttranslational modification, development, calcium signaling, stress response, amino acid metabolism, sugar transport, and ethylene metabolism (Figure 3C). These observations conform with the developmental events involving active cell division in the elongating peduncles and mobilization of carbohydrates in non-elongating peduncles after heading. Among those exclusively upregulated in elongating peduncles of Swarna, protein synthesis, RNA processing, development, and photosynthetic light reaction categories were enriched. On the contrary, genes associated with vesicular transport, signaling, and cell wall biosynthesis were exclusively enriched in elongating peduncles of Pokkali (Supplementary Table 5). Interestingly, genes associated with photosynthesis were exclusively upregulated in non-elongating peduncles of Pokkali, whereas those associated with protein degradation, posttranslational modification, signaling, lipid metabolism, and protein targeting were exclusively enriched in non-elongating peduncles of Swarna plants (Supplementary Table 5).

### In-Depth Analysis of Differentially Expressed Genes Associated With Transcriptional Regulation, Cell Wall, Carbohydrate, and Hormone Metabolism

Taking cues from the pathways enriched during peduncle elongation, we performed an in-depth profiling of differentially expressed genes associated with cell wall biosynthesis and modification, carbohydrate metabolism and transport, hormone biosynthesis, signaling, and response, and transcriptional regulation.

#### Cell Wall Biosynthesis and Modification

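*CESA* genes encode the catalytic subunits that make cellulose, and *CSL* genes related enzymes of hemicellulose synthesis. All 24 genes of Supplementary Table 3A were measured. In both cultivars, 15 were at least 2-fold higher in EP and none was at least 2-fold higher in NP, while 21 had a negative log2 ratio in both. In Swarna 21 were at least 2-fold higher in EP, and in Pokkali 15. Over the 23 genes at least 2-fold different in at least 1 cultivar, the median log2 ratio was −2.10 in Swarna and −1.27 in Pokkali, below all of 10,000 random lists of similar expression in Swarna and below all but 0.01% of them in Pokkali. Since the study chose this list for differing in these samples, its direction is not independent evidence. All 8 *CESA* genes were at least 2-fold higher in EP in Swarna and 6 in Pokkali.

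**Figure D2:**
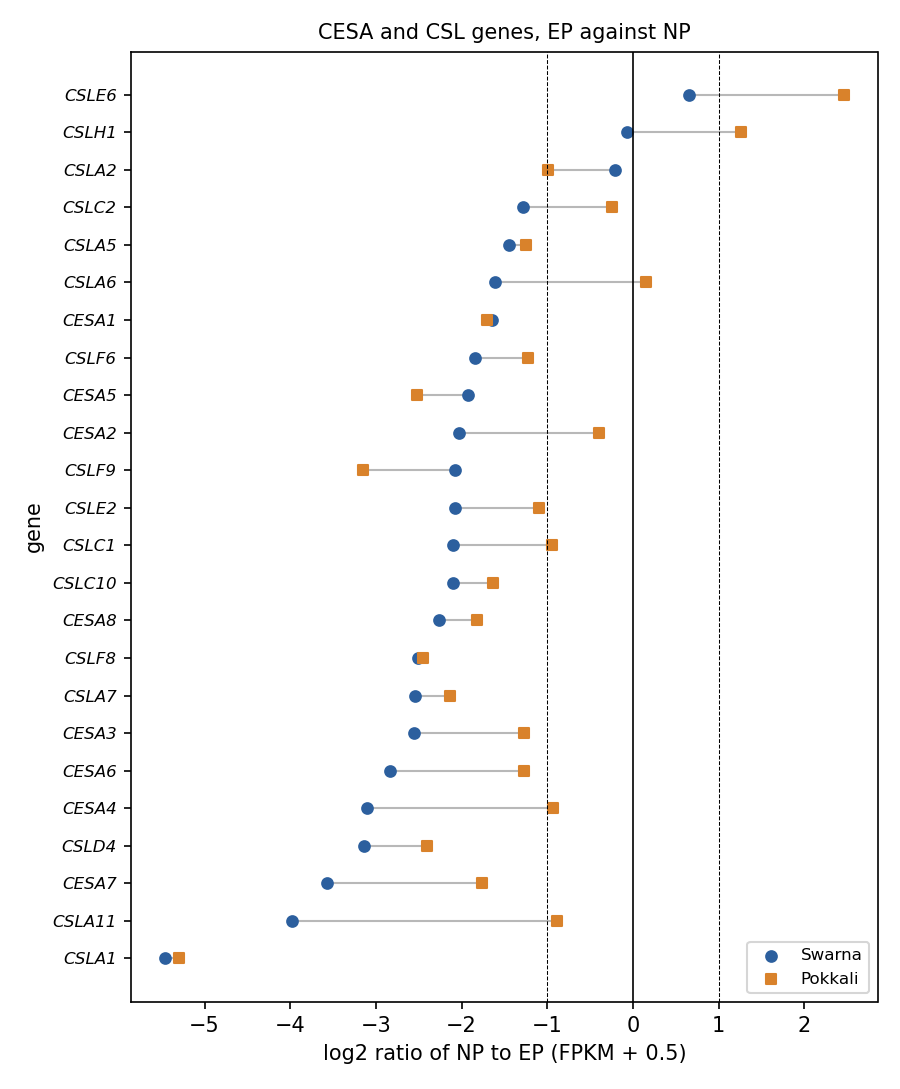
Log2 ratio of NP to EP (horizontal axis, FPKM plus 0.5) for the 24 *CESA* and *CSL* genes, 1 per line, with circles for Swarna and squares for Pokkali. The solid line marks no difference and the dashed lines 2-fold, and 21 genes have both points left of the solid line.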

A total of 24 cellulose synthases (*CESA*) and cellulose synthase-like (*CSL*) genes were differentially expressed in both the genotypes with 22 of them exhibiting higher expression in elongating peduncles compared to non-elongating ones (Figure 4A; Supplementary Table 3A). 

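The *CSLA* genes, which encode mannan synthases, had 6 listed members. Of these, 3 were at least 2-fold higher in EP in both cultivars, and *CSLA1* had 95.2 FPKM in Swarna EP and 1.67 in Swarna NP, against 56.8 and 0.949 in Pokkali EP and NP. All 3 *CSLF* genes, needed for mixed-linkage glucan, were at least 2-fold higher in EP in both cultivars. *CSLF9* had log2 ratios of −2.07 and −3.15 and the more abundant *CSLF6* −1.85 and −1.22 in Swarna and Pokkali. The 3 *CSLC* genes were past 2-fold in Swarna, and *CSLC10* in Pokkali as well. The single *CSLD* gene, *CSLD4*, had log2 ratios of −3.14 and −2.40. *CSLA6* was higher in EP in Swarna, at −1.61, with 0.15 in Pokkali.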

The CSL genes exhibiting higher expression in elongating peduncles belong to the CSLA, CSLC, CSLC, CSLD, and CSLF families (Figure 4A). 

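*CSLE6* (LOC_Os09g30130, chromosome 9 from 18315154 to 18321214) had 0.0317 FPKM in Swarna EP and 0.338 in Swarna NP, both below 1 FPKM, and 0.0853 and 2.72 FPKM in Pokkali EP and NP. Its log2 ratio was 0.66 in Swarna and 2.46 in Pokkali. For *CSLH1* (LOC_Os10g20090, chromosome 10 from 10089450 to 10095059), the values were 16.8 and 16 FPKM in Swarna and 23.4 and 56.8 FPKM in Pokkali, a log2 ratio of −0.07 and 1.26. Both genes were thus at least 2-fold higher in NP in Pokkali.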

*CSLE6* and *CSLH1*, on the contrary, exhibited higher expression post heading (Figure 4A). Several genes implicated in secondary metabolite biosynthesis also exhibited higher expression in post heading peduncles (Figure 4B).

**FIGURE 4:**
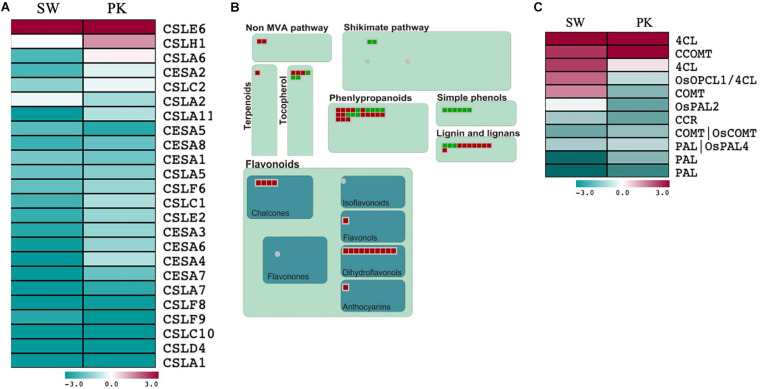
Expression profiling of genes associated with cell wall biosynthesis and secondary metabolism. **(A)** Heatmap showing differential expression of cell wall biosynthesis-related genes during heading in Swarna (SW) and Pokkali (PK) plants. Teal blue color represents genes exhibiting ≥2-fold expression in elongating peduncles while cayenne red indicates ≥2-fold expression in non-elongating peduncles post heading. Gene names are given on the right of the heatmap. **(B)** MapMan secondary metabolism overview with green boxes presenting genes with higher expression in elongating peduncles and red boxes representing genes exhibiting higher expression in non-elongating peduncles. **(C)** Heatmap showing differential expression of lignin biosynthesis-related genes. Teal blue color represents genes exhibiting ≥2-fold expression in elongating peduncles while cayenne red indicates ≥2-fold expression in non-elongating peduncles post heading. Gene names are given on the right of the heatmap.

However, genes associated with lignin biosynthesis showed a mixed pattern with *PAL* (phenylalanine ammonia-lyase) and *CCR* (cinnamoyl-CoA reductase) genes expressing at higher levels in EPs while *4CL* (4-coumarate: coenzyme A ligase) and *CCOMT* (caffeoyl CoA 3-O-methyltransferase) exhibited higher expression in non-elongating peduncles (Figure 4C; Supplementary Table 3B). 

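Phenylalanine ammonia-lyase opens the phenylpropanoid pathway that leads to lignin. Its gene *PAL* LOC_Os02g41630 had 738 FPKM in Swarna EP and 97.7 in Swarna NP, and 1,230 and 451 FPKM in Pokkali EP and NP. *PAL* LOC_Os04g43760 had log2 ratios of −3.09 in Swarna and −2.36 in Pokkali, and *CCR* LOC_Os08g34280 of −1.09 and −1.81. *CCOMT* LOC_Os08g38910, which methylates caffeoyl-CoA, was higher in NP, with 32.8 and 171 FPKM in Swarna and 22.3 and 190 in Pokkali. The *4CL* gene LOC_Os01g67540 had 0.157 and 1.74 FPKM in Swarna and was listed at 0 in Pokkali EP and at 1.05 in Pokkali NP. Of the 11 genes of Supplementary Table 3B, chosen by the study on these samples, 2 were at least 2-fold higher in NP and 3 in EP in both cultivars. In Swarna 5 were higher in NP and 4 in EP, a balance that turns to 4 and 5 relative to all genes after quantile normalization.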

Further, three genes encoding 4CLs (4-coumarate: coenzyme A ligases) and COMT (caffeic acid 3-O-methyltransferase) exhibited contrasting patterns in both the genotypes with higher expression in elongating peduncles of Pokkali and non-elongating peduncles of Swarna rice. These results may be explained by varying levels of lignification of peduncles after heading in both the genotypes.

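The 4-coumarate:CoA ligase gene *OsOPCL1/4CL* LOC_Os03g04000 had 12.1 FPKM in Swarna EP and 41.8 in Swarna NP, a log2 ratio of 1.75, and 19.2 and 11.6 FPKM in Pokkali, a log2 ratio of −0.70. For *4CL* LOC_Os01g67530 the log2 ratio was 2.14 in Swarna and 0.31 in Pokkali. From such contrasts, the paper proposes that the genotypes differ in the lignification of their peduncles after heading.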

#### Carbohydrate Metabolism and Transport

Since the peduncle comprises an essential component of the transport system facilitating carbohydrate mobilization during grain filling post heading, we investigated the expression of rice genes implicated in sucrose and starch metabolism as well as transport in our data (Supplementary Table 3C). 

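Among the 42 genes of carbohydrate metabolism and transport in Supplementary Table 3C, 17 were at least 2-fold higher in NP in both cultivars and 3 in EP. In starch degradation these numbers were 4 and 0 of 9 genes, and in sugar transport 8 and 1 of 20 genes. Sucrose degradation had 5 and 2 of 13 genes, the former being 3 after quantile normalization relative to the median of all genes and 2 with 1 added to FPKM. The median log2 ratio of the 42 genes was 1.48 in Swarna and 1.03 in Pokkali. Over the 40 of them at least 2-fold different in at least 1 cultivar it was 1.59 and 1.11, at the percentiles 97.5 and 99.96 among random lists of similar expression, the former being 83 with a minimum of 10 FPKM, chosen after seeing the data. The table was compiled from genes that differed in these samples, so the tally is not independent evidence. Another 3 genes were past 2-fold in opposite directions.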

Several genes regulating sucrose and starch degradation, as well as sugar transport, exhibited differential expression in peduncles at the time of heading (Figure 5). Notable among those were sucrose synthases (Huber and Akazawa, 1986; Stein and Granot, 2019). 

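Sucrose synthase splits sucrose into UDP-glucose and fructose. *SUS4* (LOC_Os03g22120, chromosome 3 from 12668768 to 12691591) had 40.1 FPKM in Swarna EP and 143 in Swarna NP, and 58.4 and 177 FPKM in Pokkali EP and NP. *SUS1* (LOC_Os03g28330, chromosome 3 from 16301277 to 16307632) was the most abundant in EP of the 3 sucrose synthase genes in Supplementary Table 3C, with 535 FPKM in Swarna and 1,332 in Pokkali, against 27.4 and 194 FPKM in NP. Its log2 ratio was −4.26 in Swarna and −2.78 in Pokkali, that of *SUS4* 1.82 and 1.59. The third listed gene, *SUS6*, had log2 ratios of 0.45 and −1.20.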

Rice *SUS4* (*sucrose synthase 4*), which has previously been shown to be associated with grain filling exhibited higher expression in post heading peduncles, whereas *SUS1* (*sucrose synthase 1*) having a more ubiquitous role was downregulated after heading in peduncles (Figure 5A). Antagonistic patterns of these genes are likely due to their differential activity in different tissues. *SUS1* is implicated in the regulation of vegetative growth, while *SUS4* is involved in assimilate portioning to the caryopsis during grain filling (Sparks(ed.), 2012).

**FIGURE 5:**
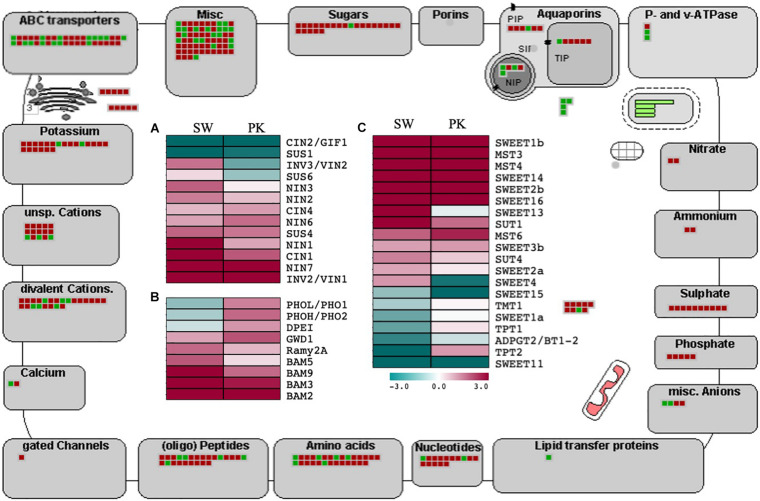
Expression profiling of genes associated with carbohydrate metabolism and transport. The outer illustration is the MapMan transport overview with green boxes presenting genes with higher expression in elongating peduncles and red boxes representing genes exhibiting higher expression in non-elongating peduncles. The inner portion presents heatmaps showing differential regulation of genes associated with sucrose metabolism **(A)**, starch metabolism **(B)**, and sugar transport **(C)** Swarna (SW) and Pokkali (PK) plants. Teal blue color represents ≥2 folds expression in elongating peduncles and cayenne red indicates ≥2 folds expression in non-elongating peduncles post heading. Gene names are given on the right of each heatmap.

Invertases modulate the hexose to sucrose ratio by hydrolyzing sucrose into glucose and fructose. Most of the invertases exhibited a higher expression in post heading peduncles (Figure 5A) Both *cytosolic invertase 1* (*CIN1*) and vacuolar invertase (*INV3*) were upregulated after heading (Morey et al., 2018). 

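Of the 10 invertase genes listed, 8 were at least 2-fold higher in NP in Swarna and 4 in Pokkali, while 1 and 2 were higher in EP. *CIN1* (LOC_Os02g33110) had 8.88 FPKM in Swarna EP and 119 in Swarna NP, and 6.48 and 25.4 FPKM in Pokkali EP and NP. *INV3/VIN2* (LOC_Os02g01590), a vacuolar invertase gene, had 24.9 and 79.7 FPKM in Swarna and 51.7 and 15.1 in Pokkali. The cell wall invertase gene *CIN2/GIF1*, known for its role in grain filling, was lower in NP in both cultivars, at log2 ratios of −3.21 and −4.03. *NIN1* had log2 ratios of 3.30 and 1.02. Past 2-fold in NP in both cultivars were 4 invertases, which is 2 after quantile normalization, also when read relative to the median of all genes, and 1 with 1 added to FPKM.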

A similar trend was observed for other starch metabolism and sugar transport-related genes with significant upregulation after heading (Figure 5B).

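Beta-amylases release maltose from starch. *BAM3* had 36.9 FPKM in Swarna EP and 576 in Swarna NP, and 30.0 and 199 FPKM in Pokkali EP and NP. *BAM2* had log2 ratios of 3.79 in Swarna and 3.84 in Pokkali, and *BAM9* of 3.00 and 1.74. The genes of starch phosphorylases and of the disproportionating enzyme had ratios of opposite sign in the cultivars, *PHOH/PHO2* with −1.0 in Swarna and 1.78 in Pokkali, *PHOL/PHO1* with −1.30 and 1.5 and *DPEI* with −0.62 and 1.25. Of the 9 starch degradation genes, 6 were at least 2-fold higher in NP in Swarna and 7 in Pokkali.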

Before loading into the sieve element–companion cell complex through sucrose transporters, sucrose is effluxed from phloem parenchyma cells by *SWEET* (*Sugars Will Eventually Be Exported Transporters*) genes (Ayre, 2011; Chen et al., 2012). We observed significant upregulation of several *SWEET* genes in rice peduncles after heading (Figure 5C). 

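*SWEET16* had 6.01 FPKM in Swarna EP and 223 in Swarna NP, and 11.5 and 116 FPKM in Pokkali EP and NP. *SWEET14* had 0.609 and 61.3 FPKM in Swarna and 0.262 and 4.01 in Pokkali. *SWEET13* was higher in NP in Swarna, at a log2 ratio of 4.13, with 0.93 in Pokkali, and *SWEET15* was lower in NP in Pokkali, at −3.38, with 0.12 in Swarna. Each of these 2 loci has 2 rows in the assembly, and the row of higher level is given. The paper's values of −0.33 for *SWEET13* in Pokkali and −1.30 for *SWEET15* in Swarna match the other row. *SWEET1b* was listed at 0 in EP of both cultivars, with 1.36 and 1.16 FPKM in NP. Among the 11 *SWEET* genes of the table, 4 were at least 2-fold higher in NP and 1 in EP in both cultivars, on a list that the study drew from these samples.

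**Figure D3:**
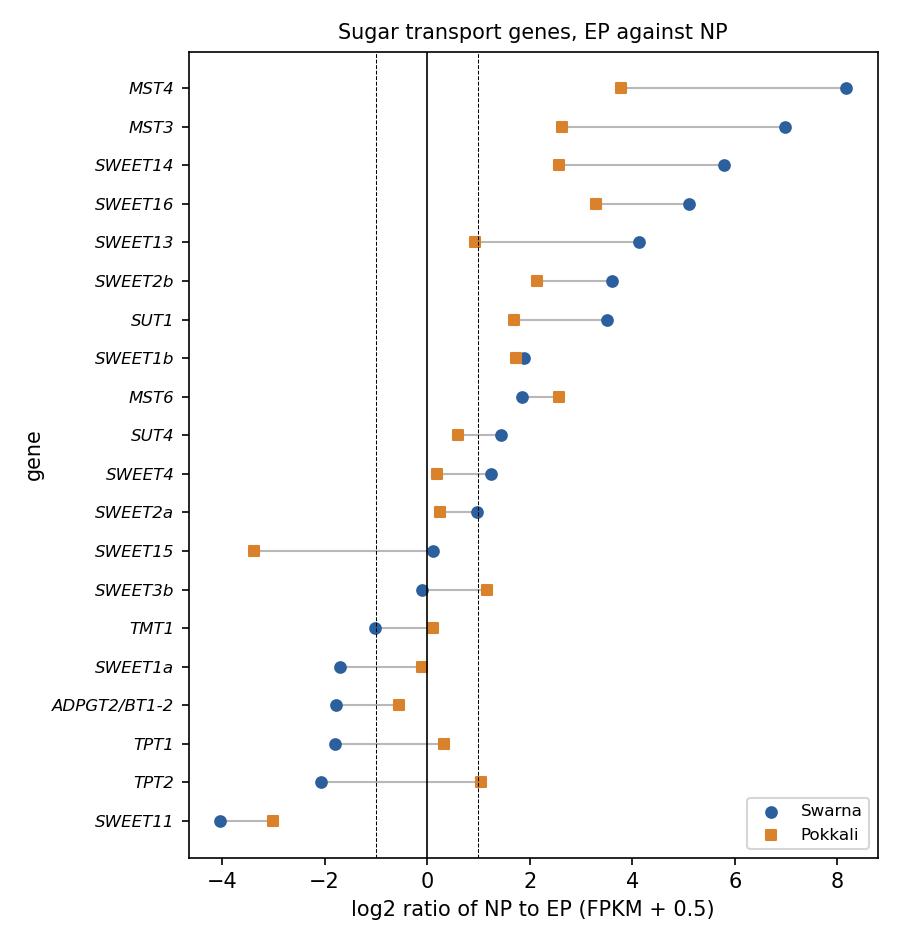
Log2 ratio of NP to EP (horizontal axis, FPKM plus 0.5) for the 20 sugar transport genes of Supplementary Table 3C, 1 per line, with circles for Swarna and squares for Pokkali. Dashed lines mark 2-fold, and 8 genes have both points right of the upper one.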

Besides, the genes encoding ABC, potassium, calcium, peptides, amino acids, nucleotides, phosphate, sulfate, ammonium, nitrate, and *P*- and v-ATPase transporters also exhibited a higher expression post heading. 

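*GWD1* (LOC_Os06g30310), whose product phosphorylates starch before its breakdown, lies on chromosome 6 from 17488832 to 17501504. It had 28.1 FPKM in Swarna EP and 60.4 in Swarna NP, and 31.9 and 128 FPKM in Pokkali EP and NP, log2 ratios of 1.09 and 1.99. For *SUT1* the log2 ratios were 3.51 in Swarna and 1.7 in Pokkali. The triose phosphate translocator genes *TPT1* and *TPT2* of the same table had −1.80 and −2.07 in Swarna and 0.33 and 1.05 in Pokkali.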

Several genes associated with carbohydrate partitioning such as *SUT1* and *GWD1* also exhibited higher expression in peduncles after heading (Figure 5C). The sucrose transporter-encoding gene *OsSUT1* has previously been shown to play a role in long-distance transport of assimilates from the flag leaf blade to the base of filling grains through the flag leaf sheath and uppermost internode, referred to as peduncle in this study (Scofield et al., 2002, 2007). *GWD1*, encoding alpha-glucan water dikinase, has been implicated in carbohydrate partitioning after heading in rice (Wada et al., 2017). Loss of function of *GWD1* led to hyperaccumulation of starch in leaves (Hirose et al., 2013).

#### Hormone biosynthesis, signaling, and response

Among differentially expressed genes, 68 genes have been previously implicated in plant hormone biosynthesis/signaling (Figure 6; Supplementary Table 3D). 

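Supplementary Table 3D lists 134 genes of hormone biosynthesis, deactivation and signaling, of which 130 reached an FPKM of 1 in at least 1 group. At least 2-fold different between NP and EP in at least 1 cultivar were 131 of them. In both cultivars, 34 were at least 2-fold higher in NP and 29 in EP. In Swarna the numbers were 71 and 48, and in Pokkali 43 and 33. Of the 134 genes, 24 had log2 ratios of opposite sign in the cultivars. The balance in both cultivars depends on the scaling. With equal column sums, 25 genes were higher in NP and 33 in EP in both. Relative to the shift of the median of all genes, these numbers were 34 and 29, but taking out that shift largely undoes this scaling.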

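Auxin genes lay on the EP side, with 14 of 33 at least 2-fold higher in EP and 2 in NP in both cultivars. Brassinosteroid genes had 5 of 11 higher in EP and none in NP. On the NP side, 11 of 25 jasmonic acid genes were higher in NP and 2 in EP, and 10 of 16 cytokinin genes against 1. Of the 24 abscisic acid genes, 4 were higher in NP in both cultivars and 1 in EP, and quantile normalization leaves 2 of the former, also when read relative to the median of all genes. The median log2 ratios were −1.90 and −0.70 for auxin and 2.83 and 0.96 for jasmonic acid in Swarna and Pokkali. These genes entered the table because they differed in these samples, so the tallies describe the table and are not independent evidence of a direction.

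**Figure D4:**
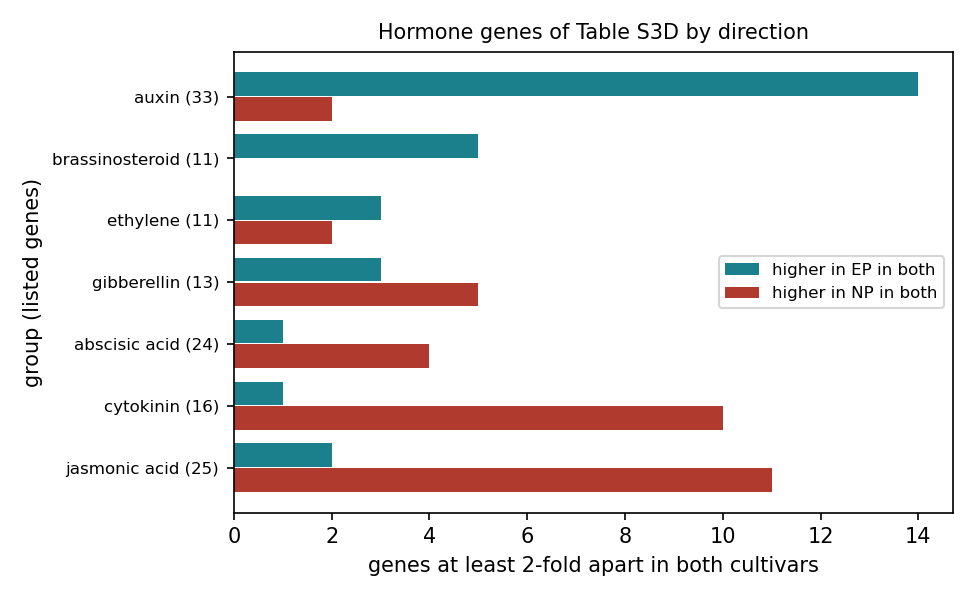
Number of genes at least 2-fold higher in EP (teal) or in NP (red) in both cultivars (horizontal axis), for the hormone groups of Supplementary Table 3D, with the number of listed genes in brackets. Auxin has the longest EP bar, 14 genes, and jasmonic acid the longest NP bar, 11 genes.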

Although some of them showed a contrasting pattern, by and large genes associated with auxins and brassinosteroids (BR) exhibited higher expression in elongating peduncles before heading, whereas those regulating abscisic acid (ABA), jasmonic acid (JA), and cytokinin metabolism were predominantly upregulated post heading (Figure 6). The genes associated with GA and ethylene biosynthesis/signaling and response exhibited a mixed pattern though overall trend suggested higher expression of larger number of genes post heading (Figure 6).

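Of 13 gibberellin genes, 5 were at least 2-fold higher in NP and 3 in EP in both cultivars. *GA20ox4*, of GA biosynthesis, had log2 ratios of 4.07 in Swarna and 2.28 in Pokkali, and *GA2ox3*, of GA deactivation, −2.57 and 0.55. Ethylene genes had 2 of 11 higher in NP and 3 in EP in both cultivars, with median log2 ratios of 0.16 and 0.13. The genes of ACC oxidase, which makes ethylene, include *OsACO2* with log2 ratios of 2.64 and 2.53 and *OsACO3* with −2.66 and −4.53.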

**FIGURE 6:**
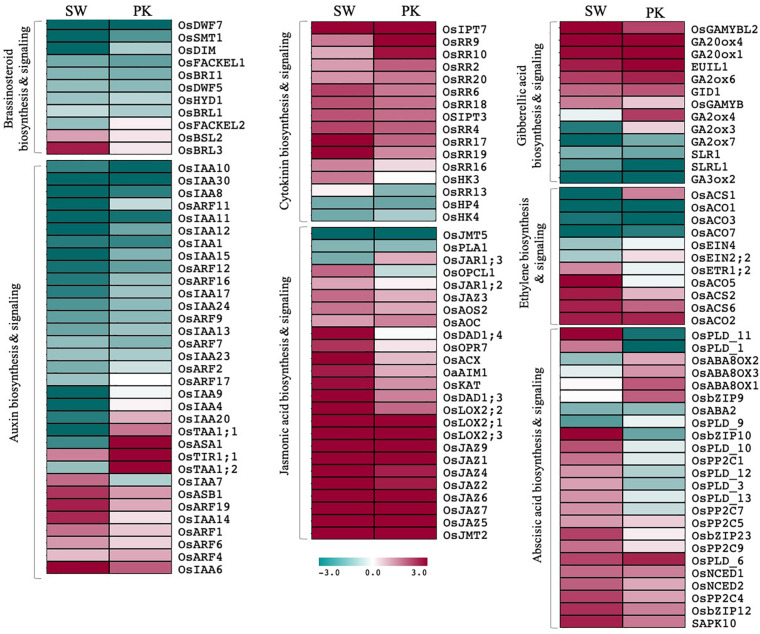
Expression profiling of genes associated with hormone biosynthesis and signaling. Heatmaps showing differential expression of genes associated with hormone biosynthesis and signaling in Swarna (SW) and Pokkali (PK). Teal blue color represents ≥2 folds expression in elongating peduncles and cayenne red indicates ≥2 folds expression in non-elongating peduncles post heading. Gene names are given on the right of the heatmaps and hormone categories are given on the left.

Similarly, although majority of ABA-biosynthesis/signaling genes expressed at higher levels in post-heading peduncles, some exhibited contrasting expression patterns in both genotypes. 

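*OsNCED1* LOC_Os03g44380, which encodes an enzyme of the rate-limiting step of ABA synthesis, had 91.2 FPKM in Swarna EP and 306 in Swarna NP, and 29.9 and 85.7 FPKM in Pokkali EP and NP. *OsABA2*, of a later step, was higher in EP, at log2 ratios of −1.40 and −1.33. In Swarna 16 of the 24 ABA genes were at least 2-fold higher in NP and 3 in EP, and in Pokkali 8 and 3. A log2 ratio of opposite sign in the cultivars was found for 9 genes, a difference that was not tested.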

Several of the ABA signaling-related genes which exhibited a higher expression after heading in peduncles of Swarna, expressed at higher levels before heading in Pokkali plants (Figure 6). Conversely, some of the genes associated with ABA deactivation that expressed at higher levels before heading in Swarna were upregulated in peduncles of Pokkali. These observations point to ABA activation in Swarna while ABA deactivation in Pokkali after heading.

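Of the 18 ABA signaling genes, 14 were at least 2-fold higher in NP in Swarna, against 5 in NP and 2 in EP in Pokkali. The phospholipase D gene *OsPLDα3* had 3.95 and 8.66 FPKM in Swarna EP and NP and 5.67 and 2.44 in Pokkali. *OsPLDα12* had log2 ratios of 1.22 and −0.91, and the protein phosphatase 2C gene *OsPP2C7* of 1.22 and −0.65. *OsPLDα6* and *OsbZIP12*, by contrast, were past 2-fold in NP in both cultivars, at 2.02 and 2.37 in Swarna and 2.05 and 1.47 in Pokkali.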

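The 3 ABA 8'-hydroxylase genes, whose products inactivate ABA, were measured. *OsABA8OX1* had 19.3 and 20.6 FPKM in Swarna EP and NP, and 9.04 and 34.7 in Pokkali. *OsABA8OX3* had log2 ratios of −0.28 in Swarna and 1.12 in Pokkali. *OsABA8OX2* was lower in NP in Swarna, at −1.23, with −0.20 in Pokkali. From these patterns and those of the signaling genes, the paper reasons that ABA is activated in Swarna and deactivated in Pokkali after heading.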

#### Transcription Factor-Encoding Genes

A total of 836 transcription factors (TFs), belonging to more than twenty families, were differentially expressed in rice peduncles after heading (Supplementary Table 3E). 

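Supplementary Table 3E lists 815 transcription factor genes with values, of which 780 reached an FPKM of 1 in at least 1 group. All are counted in the tallies. In both cultivars, 206 were at least 2-fold higher in NP and 138 in EP, and 12 were past 2-fold in opposite directions. In Swarna 430 were higher in NP and 265 in EP, and in Pokkali 267 and 170. At least 2-fold different in at least 1 cultivar were 776. The balance in both cultivars depends on the scaling. With equal column sums, 144 were higher in NP and 180 in EP in both. Relative to the shift of the median of all genes, these numbers were 212 and 129, but taking out that shift largely undoes this scaling. The WRKY gene LOC_Os01g14440 had 4.56 and 162 FPKM in Swarna EP and NP and 0.665 and 16.9 in Pokkali, and the homeobox gene LOC_Os03g07450 had 22.9 and 0.627 FPKM in Swarna and 21 and 1.45 in Pokkali.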

Albeit members of the same transcription factor family do not necessarily perform the same function, we observed a large number of genes belonging to the same family exhibiting similar expression patterns, thereby indicating similar/coordinated functions of the gene family members. 

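GRF genes, whose products promote cell proliferation, were higher in EP, 7 of 8 by at least 2-fold in both cultivars. The same held for 10 of 18 AUX/IAA genes with 1 in NP, 6 of 13 TCP genes with 2 in NP, 5 of 13 ARF genes and 3 of 6 OFP and 3 of 6 HMG genes with none in NP. PHD and Trihelix each had 3 in EP and 1 in NP, of 11 and 8 genes. On the NP side stood 23 of 43 WRKY genes, many of which act in stress responses, with 1 in EP, 22 of 49 NAC genes with 6, 28 of 69 AP2-EREBP genes with 6 and 8 of 10 Tify, 5 of 9 C2C2-CO-like, 4 of 5 ARR-B and 4 of 7 RWP-RK genes with none in EP. Orphans had 8 and 3, G2-like 5 and 1, C2C2-Dof 4 and 2, TRAF 2 and 0 and MADS 1 and 0 genes in NP and EP. For bZIP the numbers were 7 and 6 of 40, for PLATZ 3 and 2 of 5 and for HSF 3 and 2 of 13. With equal column sums, Orphans had 5 and 5, C2C2-Dof 1 and 4, TRAF and MADS 0 and 1 each, bZIP 4 and 7 and HSF 2 and 3. The other families of the NP side still had more genes in NP than in EP. Relative to the shift of the median of all genes, Orphans had 8 and 4, C2C2-Dof 5 and 2, TRAF 2 and 0, MADS 1 and 0, bZIP 8 and 6 and HSF 3 and 3. Taking out that shift largely undoes the scaling, so these numbers are no separate check. Table 3E holds the transcription factor genes that the study found to differ in these samples, which makes the tallies no independent evidence.

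**Figure D5:**
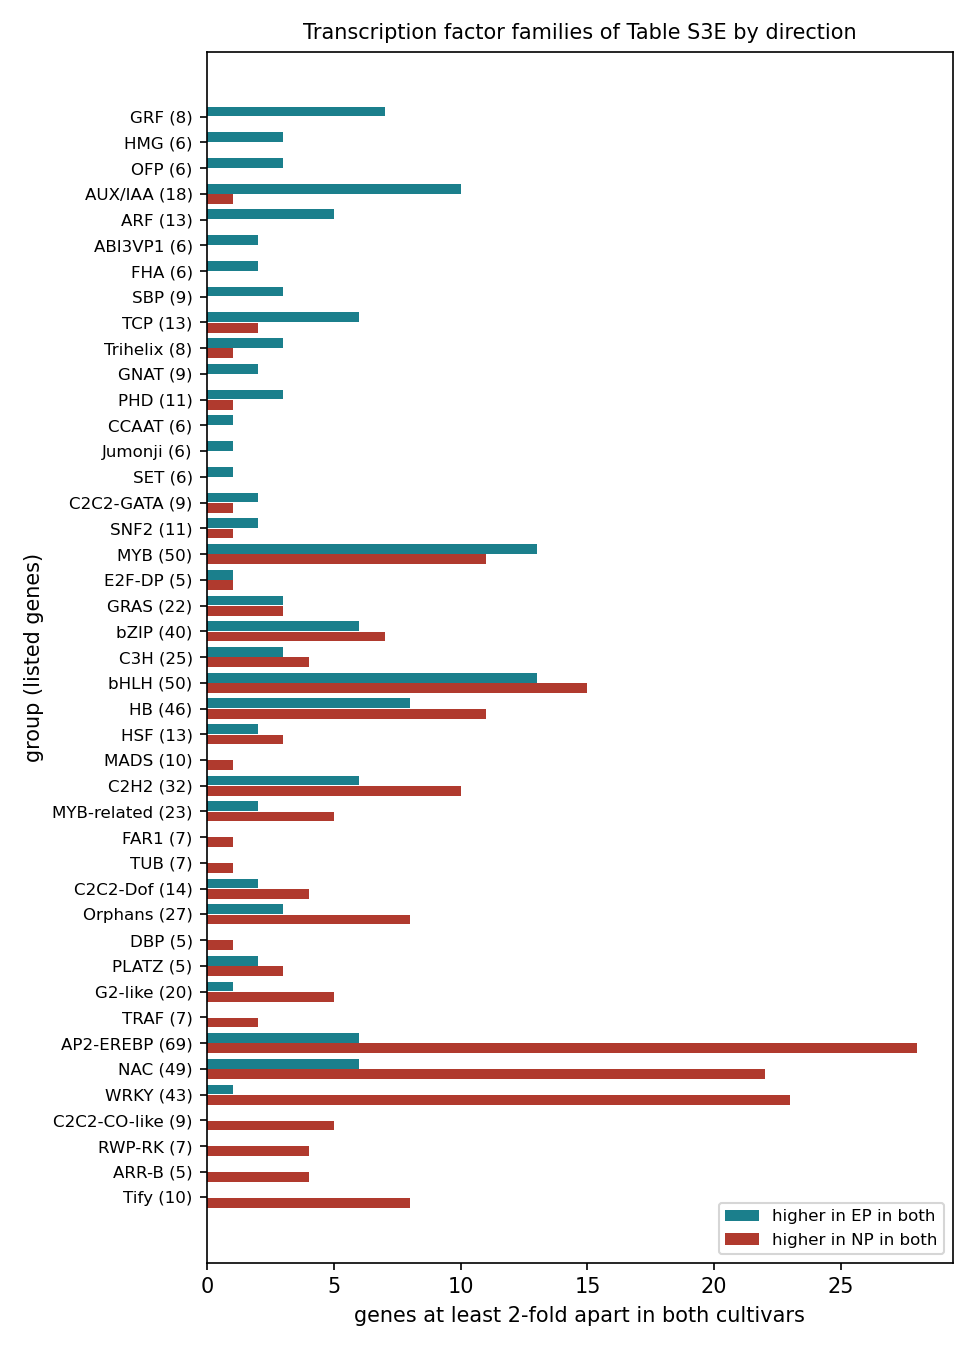
Number of genes at least 2-fold higher in EP (teal) or in NP (red) in both cultivars (horizontal axis) for the transcription factor families of Supplementary Table 3E with at least 5 listed genes and at least 1 such gene, with the number of listed genes in brackets. Families are sorted from the largest share higher in EP (GRF, 7 of 8) to the largest share higher in NP (ARR-B, 4 of 5, and Tify, 8 of 10).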

Genes belonging to ARF, AUX-IAA, GRF, HMG, OFP, Trihelix, PHD, and TCP families, mostly implicated in cell division and elongation, exhibited a higher expression in elongating peduncles (Figure 7), whereas those belonging to ARR-B, C2C2-CO like C2C2-Dof, MADS, TRAF, AP2-EREBP, bZIP, NAC, G2-like, HSF, OPHANS, WRKY, TIFFY, REP-RK, and PLATZ families expressed at higher levels post heading. Members of C3H, SNF2, C2H2, bHLH, GRAS, and HB exhibited mixed patterns (Figure 7).

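Members higher by at least 2-fold in NP and in EP in both cultivars numbered 15 and 13 of 50 bHLH genes, 10 and 6 of 32 C2H2 genes, 4 and 3 of 25 C3H genes and 3 and 3 of 22 GRAS genes. SNF2 had 1 and 2 of 11 genes. The HB family, of developmental homeobox regulators, had 11 and 8 of 46, and in Swarna 21 in NP and 18 in EP, which became 16 and 17 relative to all genes after quantile normalization. The MYB family, not among those named there, had 11 and 13 of 50, which relative to all genes turned to 15 and 11 after quantile normalization and to 13 and 13 with equal column sums. In Pokkali it had 15 in NP and 16 in EP, which turned to 18 and 15 in both cases. The C2H2 gene LOC_Os03g60570 had log2 ratios of 5.95 and 4.08, and the MYB gene LOC_Os01g36460 of −3.24 and −5.05.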

**FIGURE 7:**
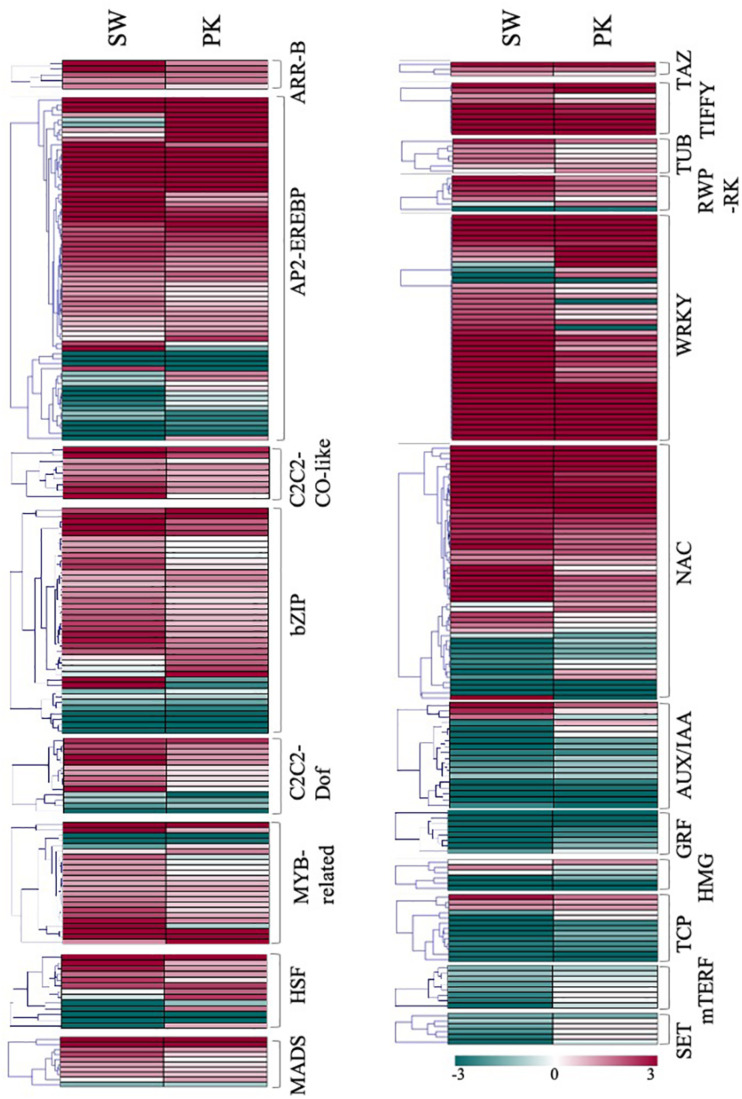
Expression profiling of transcription factor-encoding genes. Heatmaps showing differential expression of transcription factor-encoding genes in Swarna (SW) and Pokkali (PK). Members of the same gene family are clubbed together in one heatmap. Teal blue color represents ≥2 fold expression in elongating peduncles while cayenne red indicates ≥2 fold expression in non-elongating peduncles post heading. Names of the transcription factor families are given on the right of each heatmap.

### Differential Expression of Anther/Pollen-Associated Genes During Peduncle Elongation

Incomplete peduncle elongation and panicle enclosure are frequently observed in male sterile lines. To investigate if the genes associated with peduncle elongation have anything to do with anther development, we compared the differentially expressed genes during peduncle elongation with those associated with anther/pollen development. Previously, Lin et al. (2017) had generated a rice gene co-expression network for anther development (RiceAntherNet) from 57 rice anther tissue microarrays. They mapped differentially expressed genes from nine rice male-sterile mutants onto this network and shortlisted a set of 286 genes associated with pollen formation. We appended this list with anther/pollen-associated genes extracted from Funrice and OGRO databases of rice. Finally, a list of 493 genes implicated in anther/pollen development in rice was compiled. Out of these 493 genes, 76 (15%) were differentially expressed in peduncles at the time of heading in both the genotypes (Figure 8; Supplementary Table 4). Out of these, 50 overlapped with genes exhibiting ≥2-fold expression in EPs, whereas 26 overlapped with genes exhibiting ≥2-fold expression in NPs (Figure 8). 

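All 76 genes of Supplementary Table 4 were measured in the peduncles. The genes of the table that are listed as higher in EP had a median log2 ratio of −2.69 in Swarna and −2.56 in Pokkali, and those listed as higher in NP 2.46 and 1.68. The lipid transfer protein gene *LTPL129* (LOC_Os06g43600) had 109 and 1.03 FPKM in Swarna EP and NP and 35.7 and 0.146 in Pokkali, the largest difference among the former in Swarna. The study selected these genes for differing in both cultivars, so their directions are not independent evidence.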

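Of the 50 genes listed as higher in EP, 49 were at least 2-fold higher in EP in both cultivars, the exception being the *QRT3*-like gene LOC_Os04g52320 with a log2 ratio of −0.98 in Swarna and −2.24 in Pokkali. Of the 26 listed as higher in NP, 25 were at least 2-fold higher in NP in both. The exception was *OsHAK1*, with 3.87 in Swarna and 0.65 in Pokkali.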

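Among the anther genes on the EP side, the beta-glucosidase genes *Os3bglu7* (LOC_Os03g49600) and *Os3bglu8* (LOC_Os03g49610) had 285 and 47.7 FPKM in Swarna EP, 20.5 and 1.66 in Swarna NP, 510 and 70.7 in Pokkali EP and 55.3 and 2.76 in Pokkali NP. The serine carboxypeptidase gene *OsSCP24* (LOC_Os04g32540) had log2 ratios of −4.13 in Swarna and −3.81 in Pokkali, and *OsSCP10* (LOC_Os02g55130) of −1.74 and −1.18. *OsUAM3*, which encodes a mutase that supplies arabinofuranose to the wall, had 123 and 22.4 FPKM in Swarna and 251 and 32.9 in Pokkali.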

Most of the anther development-related genes that exhibited higher expression in elongating peduncles before heading (50 in number) encode glycoside hydrolases, serine carboxypeptidases, kinases, and other cell wall-related proteins. Some of these genes have already been characterized for their roles in regulating plant height, grain filling and/or anther/pollen development. Conversely, those overlapping with high-expressing genes in non-elongating peduncles (26 in number) as well as anther development have been implicated in abiotic stress and grain filling.

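Among the 26 genes on the NP side, *OsFRDL1*, a MATE efflux gene, had log2 ratios of 2.68 in Swarna and 1.58 in Pokkali. *SPDT*, listed as a sulfate transporter and known from phosphorus distribution to grains, had 6.02 and 55.8 FPKM in Swarna EP and NP and 8.35 and 31.2 in Pokkali. *OsNLA1* had log2 ratios of 6.45 and 1.41, the first being the largest of the list. The calcium-dependent kinase gene *OsCDPK7*, linked to cold and salt tolerance, had 1.10 and 1.09, and *OsAAE3* 3.53 and 1.78.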

**FIGURE 8:**
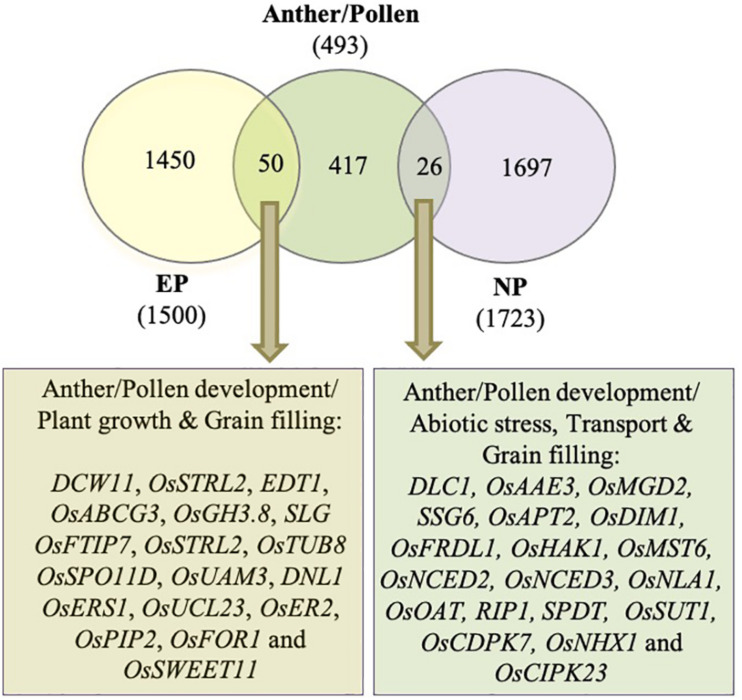
Overlap between differentially expressed genes during peduncle elongation and anther development. The Venn diagram shows the overlap between genes exhibiting ≥2 fold expression in elongating peduncles (EP), non-elongating peduncles (NP), and anther/pollen development. The key pathways and characterized genes highlighted in the gene set common between EP/NP and anther/pollen associated genes are given.

## Discussion

Peduncle elongation at the time of heading not only is crucial for panicle exsertion but also exerts significant impact on grain yield. To identify molecular players regulating peduncle elongation and associated agronomically important traits, we have performed RNA sequencing with peduncles before and after heading collected from two contrasting genotypes of rice. Although the total number of expressed genes (FPKM ≥1) was similar in both the genotypes, those exhibiting differential accumulation between EP and NP stages in Swarna were almost double in number compared to differentially expressed genes in Pokkali. This could possibly be because Swarna has to make more transcriptional adjustments to cope up with the abiotic stress post heading compared to the relatively stress-tolerant Pokkali. 

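Among the 4,171 genes at least 2-fold different in the same direction in both cultivars, the median size of the log2 ratio was 2.44 in Swarna and 1.83 in Pokkali, and 2,907 of these genes had the larger ratio in Swarna. The standard deviation of the log2 ratios across all genes compared was 1.77 in Swarna and 1.31 in Pokkali. The monosaccharide transporter gene *MST3* is an example, with 0.350 and 107 FPKM in Swarna EP and NP and 0.0410 and 2.87 in Pokkali. From the difference in numbers, the paper proposes that Swarna makes more transcriptional adjustments to abiotic stress after heading.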

Further, most of the genes exclusively differentially expressed in Swarna are involved in the basic metabolic functions including protein synthesis, degradation and posttranslational modifications, signaling, RNA processing, lipid metabolism, transport, development, and abiotic stress response. PCA analysis further highlighted noticeable distance between non-elongating peduncles compared to elongating peduncles likely due to differences in post heading stem biomass composition and stress response of these genotypes (Jahn et al., 2011). However, when we compared the expression patterns of previously characterized genes which have been experimentally shown to regulate peduncle elongation and grain filling in rice, all of them exhibited a similar expression pattern in both the genotypes though the amplitude of expression and fold change varied, indicating that the genetic factors underlying peduncle elongation are conserved across genotypes. Furthermore, changes observed at the transcriptional level may not reflect in protein abundance. 

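On log2 values of the genes compared, the Euclidean distance was 197 between the NP groups of the cultivars and 121 between their EP groups. Between EP and NP it was 244 in Swarna and 181 in Pokkali. Abundant genes with a large gap between the NP groups include the jasmonate repressor gene *OsJAZ1*, with 363 FPKM in Swarna NP and 3.76 in Pokkali NP.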

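Of the genes of Figure 2, *SUT1*, *GA3ox2* and *OsBRI1* have a locus in the paper's tables and were analysed here, and each had a log2 ratio of the same sign in both cultivars. *OsPK1*, *CYP714B1*, *D50*, *SUI1*, *BRD2* and *EBL1* are not analysed here, since the tables name no locus for them under these names. Across all genes compared, the log2 ratios of Swarna and Pokkali had a Pearson correlation of 0.67 and a Spearman correlation of 0.61. From the shared directions of the characterized genes, the paper infers that the genetic factors of peduncle elongation are conserved. It adds that protein levels may not follow the transcripts.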

Earlier, comparative analysis of transcript and protein abundance of Pokkali and IR29 revealed a much higher number of genes differentially expressed in Pokkali at the protein level with little difference at the transcript level in response to salt stress (Li et al., 2018). In fact, 75.5% of genes exhibiting high protein abundance did not show relatively high transcriptional abundance in Pokkali. The authors suggested that higher stability and efficient loading of mRNAs in Pokkali could be the possible explanation for lower number of differentially expressed transcripts in Pokkali.

### Candidate Genes Associated With Peduncle Elongation and Grain Filling

Elongation of peduncles is accompanied by active cell division and cell wall biosynthesis. This is obvious from enrichment of glycosyltransferase (GTs) in elongating peduncles of both the genotypes. Glycosyltransferases comprise a large gene family with more than 600 genes in rice which have been classified into subfamilies based on the presence of distinct sequence domains (Cao et al., 2008). Among these, CESAs belonging to the GT2 subfamily are mainly involved in cellulose biosynthesis, while cellulose synthase-like (CSL) genes play key roles in hemicellulose biosynthesis (Richmond and Somerville, 2001). CSLAs form the β-1,4-mannan backbone of galactomannan and glucomannan, CSLDs determine cellulose and xylose content, whereas, CSLFs are essential for grass-specific mixed linkage glucan biosynthesis (Li et al., 2009; Luan et al., 2011; Vega-Sánchez et al., 2012; Kaur et al., 2017). Many of these have been shown to exhibit tissue and developmental stage-specific expression. In-depth analysis of these genes in our data provided 22 candidates with significant accumulation in EPs relative to NPs implying their potential role in regulating cell wall biosynthesis and biomass composition in elongating rice peduncles.

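The cellulose synthase gene *CESA1* had 179 FPKM in Swarna EP and 57.1 in Swarna NP, and 309 and 94.1 FPKM in Pokkali EP and NP. *CESA3* had 170 and 28.4 FPKM in Swarna and 367 and 152 in Pokkali, and *CESA8* log2 ratios of −2.27 and −1.82. *CESA2* had −2.03 in Swarna and −0.40 in Pokkali, which is under 2-fold. From the higher levels in EP, the paper proposes a role of these genes in the cell wall and biomass of elongating peduncles.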

Also, a shift from primary to secondary cell wall biosynthesis is anticipated at the time of heading for providing mechanical strength required to support increase in panicle weight due to grain filling. *OsMYB103* has earlier been reported to play a role in secondary cell wall in sclerenchyma by activating *OsCESA4*, *OsCESA7*, *OsCESA9*, and *OsBC1* (Hirano et al., 2013; Yang et al., 2014; Ye et al., 2015). All of these genes exhibit higher accumulation in EPs indicating that molecular players responsible for secondary cell wall biosynthesis are initiated before heading. On the other hand, higher accumulation of genes associated with biosynthesis of secondary metabolites in NPs indicates their role in post-heading resistance to pathogens though some of them may also act as precursors for secondary cell wall components. 

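*CESA4* (LOC_Os01g54620, chromosome 1 from 31422946 to 31428688) and *CESA7* (LOC_Os10g32980, chromosome 10 from 17261952 to 17266613) encode cellulose synthase subunits of the secondary wall. In Swarna EP they had 54.9 and 68.1 FPKM and in Swarna NP 5.94 and 5.25. In Pokkali they had 264 and 170 FPKM in EP and 138 and 49.8 in NP. The log2 ratio of *CESA4* was −3.10 in Swarna and −0.93 in Pokkali, the latter under 2-fold, and that of *CESA7* −3.58 and −1.76. *OsMYB103*, *OsCESA9* and *OsBC1* are not analysed here, as the paper's tables pair no locus with these names.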

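Further genes of phenylalanine ammonia-lyase in Supplementary Table 3B had ratios of the same sign in both cultivars. *OsPAL2* had log2 ratios of −0.20 in Swarna and −1.41 in Pokkali, and *OsPAL4* of −0.99 and −0.82. The median log2 ratio of the 11 genes was −0.82 in Pokkali and −0.20 in Swarna. After quantile normalization the Swarna median was 0.18, read relative to the shift of the median of all genes.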

Genes involved in lignin biosynthesis exhibited contrasting pattern of expression in Swarna and Pokkali likely due to varied lignin composition in these genotypes (Jahn et al., 2011).

Among the differentially expressed transcription factor families, members of MYB, NAC, WRKY, bZIP, PLATZ, and HSF transcription factors have been previously associated with secondary growth, abiotic stress response, and carbon mobilization (Oh et al., 2003; Agarwal et al., 2006; Zhang et al., 2010; Golldack et al., 2014). Further characterization of these genes would not only help to decipher the molecular mechanism underlying peduncle elongation and biomass composition but will also help in optimizing carbon remobilization in rice.

### Interplay of Phytohormones During Peduncle Elongation in Rice

Phytohormones play crucial roles in plant growth and development. Previous studies have shown the involvement of auxins, gibberellins, and brassinosteroids in promoting cell division and growth during internode elongation in rice (Chen, 2001; Yin et al., 2002; Tong et al., 2014; Oh et al., 2020). For instance, BR receptor kinase *OsBRI1* of rice positively regulates internode elongation by inducing the formation of the intercalary meristems (Yamamuro et al., 2000). Loss of function of this gene prevents internode elongation and bending of the lamina joint. We noticed a high expression of *OsBRI1* before heading in both the genotypes with an apparent decline after heading. 

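The log2 ratio of *OsBRI1* was −1.43 in Swarna and −1.52 in Pokkali. Its homologs *OsBRL1* and *OsBRL3* stayed at lower levels in EP, with 0.770 and 3.58 FPKM in Swarna and 2.57 and 6.27 in Pokkali.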

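All 7 brassinosteroid biosynthesis genes of Supplementary Table 3D were at least 2-fold higher in EP in Swarna, and 4 of them in Pokkali. *OsDWF7*, of an early sterol step, had 75.5 and 5.25 FPKM in Swarna EP and NP and 91.6 and 7.10 in Pokkali. *OsSMT1* had log2 ratios of −3.08 and −2.07, and *OsFACKEL2* of −1.15 and 0.18. Of the signaling genes, *OsBRL3*, a homolog of the brassinosteroid receptor, was higher in NP in Swarna, at 2.51, with 0.28 in Pokkali. *OsBSL2* had 1.09 and 0.32, and *OsBRL1* −0.41 and −0.79.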

Except for *OsBRL3*, which is known to play a role in BR perception in roots (Nakamura et al., 2006), all other brassinosteroid-related genes also exhibited a higher expression in elongating peduncles before heading. Similarly, auxins also act as a signal for cell elongation (Chen, 2001). Developing panicles in grasses export auxin to stem for promoting elongation (Wolbang et al., 2004). 

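Aux/IAA proteins repress auxin response and their genes are themselves induced by auxin. Of 17 listed, 14 were at least 2-fold higher in EP and 3 in NP in Swarna, and 9 and 1 in Pokkali. *OsIAA30* had 61.5 and 2.43 FPKM in Swarna EP and NP and 67.4 and 3.70 in Pokkali. *OsIAA13*, the most abundant of them in EP, had log2 ratios of −1.75 and −1.15. *OsIAA6* was higher in NP, at 3.71 and 1.41, as was *OsASB1*, of tryptophan synthesis, at 2.32 and 1.18. *OsIAA20* had −2.35 in Swarna and 0.88 in Pokkali.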

Except for a few, most of the auxin-related genes were expressed at higher levels in rice peduncles before heading. 

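*OsARF19* (LOC_Os06g48950), an auxin response factor gene, lies on chromosome 6 from 29656918 to 29667372. It had 13.9 FPKM in Swarna EP and 87.5 in Swarna NP, and 5.25 and 10.5 FPKM in Pokkali EP and NP. Of the 11 auxin response factor genes in Supplementary Table 3D, 5 were at least 2-fold higher in EP and none in NP in both cultivars. *OsARF12* had log2 ratios of −2.74 and −1.81.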

Among the genes exhibiting higher expression post heading, *OsARF19* is a negative regulator of cell division as its overexpression in rice leads to dwarf phenotype. Furthermore, *OsARF19* directly regulates the expression of BR receptor *OsBRI1* by binding to its regulatory region (Zhang et al., 2015). Upregulation of *OsARF19* and downregulation of *OsBRI1* after heading therefore suggest that *OsARF19* likely suppresses peduncle elongation after heading by downregulating *OsBRI1*.

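The log2 ratio of *OsARF19* was 2.61 in Swarna and 0.94 in Pokkali, the latter under 2-fold, while *OsBRI1* was more than 2-fold lower in NP in both cultivars. Other auxin response factor genes with higher values in NP in Swarna were *OsARF1*, at 1.66, and *OsARF6*, at 1.21, with 0.61 and 0.51 in Pokkali. From the opposite directions of *OsARF19* and *OsBRI1* and the binding of the one to the other's regulatory region, the paper proposes that *OsARF19* suppresses peduncle elongation after heading.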

Gibberellic acid (GA) has also been shown to act as a key determining factor in peduncle elongation and panicle exsertion (Yin et al., 2007; Chen et al., 2013). We observed a mixed pattern of the genes associated with GA and ethylene biosynthesis/signaling likely due to multilevel cross-talk or negative feedback regulation of some of them. 

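Among the ethylene genes, *OsACO1*, which the paper links to internode elongation through *EBL1*, had 77.9 FPKM in Swarna EP and 2.95 in Swarna NP, and 79.1 and 3.68 FPKM in Pokkali EP and NP. *OsACO7* was lower in NP as well, at log2 ratios of −3.14 and −2.43, so that 3 of 5 ACC oxidase genes were higher in EP and 1 in NP in both cultivars. The receptor gene *OsEIN4* had −1.18 and −0.24. In GA signaling, the transcription factor gene *OsGAMYB* had 1.41 in Swarna and 0.58 in Pokkali.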

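GA 3-oxidase is represented in the tables by *GA3ox2*, whose log2 ratio was −1.07 in Swarna and −1.32 in Pokkali. With 0.1 added to FPKM in place of 0.5 the ratios are −2.52 and −2.70, so their size is not fixed by these values.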

GA biosynthetic gene, *gibberellin 3-beta-hydroxylase* (*GA3Ox*), which catalyzes the final step of GA biosynthesis in plants by converting GA20 to GA1, exhibited a higher expression before heading with notable downregulation after heading (Iwamoto et al., 2011; Figure 6). *OsGA3Ox2* corresponds to the *D18* mutant that exhibits severe dwarfism due to decrease in level of active GA1 (Itoh et al., 2002). Antisense plants with reduced *OsGA3Ox2* expression exhibited a higher expression of another gene *OsGA20Ox1* that regulates the synthesis of GA21 from GA53 (Itoh et al., 2002). Interestingly, both the genes in our study exhibited antagonistic patterns with *GA3Ox2* exhibiting downregulation and *GA20Ox1* showing upregulation after heading. Conversely, GA receptor *Gibberellin Insensitive Dwarf 1* (*GID1*) which makes a complex with GA and induces degradation of GA repressing DELLA proteins is upregulated (Ueguchi-Tanaka et al., 2007; Sun, 2008) while DELLA protein-encoding genes, *SLR1* (*SLENDER RICE 1*) and *SLR1 Like-1* (*SLRL1*), are downregulated after heading, indicating that suppression of GA activity after heading is not mediated through DELLA proteins. It has been shown that a high concentration of BR triggers BR-associated inactivation of GA. 

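*GA20ox1* (LOC_Os03g63970), whose product acts upstream of GA 3-oxidase in GA synthesis, lies on chromosome 3 from 36150664 to 36152517. It had 0.402 FPKM in Swarna EP and 3.06 in Swarna NP, and 0.119 and 15.2 FPKM in Pokkali EP and NP, log2 ratios of 1.98 and 4.66.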

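The GA receptor gene *GID1* (LOC_Os05g33730) had 15.7 FPKM in Swarna EP and 54.3 in Swarna NP, and 8.68 and 34.5 FPKM in Pokkali EP and NP. The DELLA repressor gene *SLR1* (LOC_Os03g49990) had 105 and 35.4 FPKM in Swarna and 67.1 and 20.2 in Pokkali. *SLRL1* (LOC_Os01g45860), at lower levels, had log2 ratios of −1.47 and −2.71. From these directions, the paper infers that the suppression of GA activity after heading does not pass through DELLA proteins.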

The BR signaling component involved in this inactivation process, *BRI1*-*GSK2*-*DLT*, is upregulated before heading in our data (Tong et al., 2014). The effect of this can be observed with increased expression of GA deactivation genes after heading. For instance, *CYP714B1* encoding gibberellin 13-oxidase which reduces gibberellin activity in rice as well as *GA2ox4* and *GA2ox6*, implicated in endogenous GA deactivation (Chu et al., 2019), expressed at higher levels in peduncles after heading (Lo et al., 2008; Magome et al., 2013). 

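*GA2ox6*, which encodes a GA-inactivating oxidase, had 2.02 FPKM in Swarna EP and 9.74 in Swarna NP, and 0.137 and 0.829 FPKM in Pokkali EP and NP. *GA2ox4* had log2 ratios of −0.26 in Swarna and 2.04 in Pokkali. *EUIL1*, a cytochrome P450 gene listed under GA deactivation, had 1.16 and 7.40 FPKM in Swarna and 2.01 and 27.2 in Pokkali. *GA2ox7* was lower in NP in Swarna, at −1.60, with −0.61 in Pokkali. *CYP714B1* is not analysed here.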

Overall, regulation of *OsBRI1* by *OsARF19* and its (*OsBRI1*) role in deactivation of GA indicates interaction of auxin, brassinosteroids, and gibberellins in maintaining the hormonal homeostasis during peduncle elongation (Zhang et al., 2015).

Cytokinins, on the other hand, have been associated with post-anthesis grain filling in rice (Yang et al., 2002; Zhang et al., 2009). Since mostly cytokinins are transported from roots to shoots and other aerial organs *via* xylem sap, elevated levels of cytokinins in rice peduncles after heading suggest their role in grain filling (Yang et al., 2002; Zhang et al., 2009). 

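Cytokinin response regulators are induced by cytokinin or carry its signal, and 8 of the 11 listed genes were at least 2-fold higher in NP in both cultivars. *OsRR19* had 17.1 and 190 FPKM in Swarna EP and NP and 20.0 and 52.9 in Pokkali. *OsRR9* had log2 ratios of 1.45 and 2.91. The isopentenyltransferase genes *OSIPT3* and *OsIPT7*, of cytokinin synthesis, had 1.94 and 2.33 in Swarna and 1.56 and 2.27 in Pokkali. The receptor kinase gene *OsHK4* was lower in NP in Swarna, at −1.60, with −0.99 in Pokkali. These values are transcript levels, and cytokinin itself was not measured in them. The paper reasons from elevated cytokinin levels in peduncles after heading, and from the transport of cytokinins out of the roots, to a role in grain filling.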

Panicle enclosure has been shown to adversely affect spikelet fertility and grain yield (He and Serraj, 2012). A genome-wide association study using 205 rice cultivars clearly drew a positive correlation between panicle exsertion and 1,000-Grain Weight (Zhan et al., 2019). The grain filling is facilitated by transport of carbohydrate resources stored in elongating stem in rice in the form of starch and sucrose (Scofield et al., 2007, 2009; Slewinski, 2012). The carbon remobilization from the stem reserves to grains possibly occurs by an apoplasmic mechanism through sugar transporters (Slewinski, 2012). 

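At least 2-fold higher in NP were 11 of 20 listed sugar transport genes in Swarna and 10 in Pokkali, against 6 and 2 higher in EP. *SWEET2b* had log2 ratios of 3.62 in Swarna and 2.15 in Pokkali. The tonoplast monosaccharide transporter gene *TMT1* had −1.01 and 0.11, and the ADP-glucose transporter gene *ADPGT2/BT1-2* −1.77 and −0.55.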

Many of the sugar transport genes were upregulated in the peduncles suggesting their role in grain filling. For example, *OsSUT1*, a member of the sucrose transporter family, is required for actively pumping sucrose into phloem against the concentration gradient (Scofield et al., 2007). In the present study, its upregulation before heading conforms with its role in grain filling. 

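*MST4* (LOC_Os03g11900), which encodes a monosaccharide proton symporter, lies on chromosome 3 from 6227228 to 6238297. It had 3.81 FPKM in Swarna EP and 1,245 in Swarna NP, and 0.403 and 12.0 FPKM in Pokkali EP and NP. *MST6* (LOC_Os07g37320) lies on chromosome 7 from 22353094 to 22355806 and had 78.8 and 286 FPKM in Swarna and 20.2 and 122 in Pokkali.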

Monosaccharide transporter genes, *OsMST4* and *6*, implicated in supplying monosaccharides for seed development during grain filling, are also upregulated in NPs after heading in our study (Wang et al., 2007, 2008). *OsSUS4*, involved in portioning of the carbon assimilates to the caryopsis during grain filling (Sparks(ed.), 2012), is also upregulated in peduncles after heading. This suggests that peduncle plays a critical role in transporting carbohydrate reserves stored during stem elongation to the developing grains, and hence, rice genes exhibiting increased expression in NPs after heading may be leveraged to optimize carbohydrate mobilization in rice.

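Jasmonate is made from membrane lipid by lipases, lipoxygenases, allene oxide synthase and cyclase, OPDA reductase and beta-oxidation, and conjugated to its active form. *OsKAT*, of the final beta-oxidation, had 23.7 and 171 FPKM in Swarna EP and NP and 59.9 and 146 in Pokkali. *OsDAD1;3*, a lipase gene, had log2 ratios of 3.11 and 1.26, and *OsOPR7*, of the OPDA reductases, 2.38 and 0.31. *OsLOX2;1* was listed at 0 in EP of both cultivars, with 11.0 FPKM in Swarna NP and 0.0981 in Pokkali NP. In Swarna 13 of 17 biosynthesis genes were at least 2-fold higher in NP and 3 in EP, and in Pokkali 4 and 2. All 8 JAZ repressor genes, which jasmonate induces, were past 2-fold in Swarna and 7 in Pokkali, with *OsJAZ5* at 3.13 and 4.68.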

Jasmonic acid (JA) is another important phytohormone associated with biotic and abiotic stress response and is known to inhibit shoot growth in rice explaining the upregulation of JA biosynthetic genes after heading (Liu et al., 2015). The level of JAs has also been associated with availability of carbon and soluble sugars, indicating the role of JA in carbon remobilization (Huang et al., 2017). Upregulation of ABA-related genes after heading has been associated with abiotic stress response during reproductive development (Baron et al., 2012; Singh et al., 2012). Some genes implicated in ABA biosynthesis and signaling exhibited contrasting patterns of expression in both the genotypes. 

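Protein phosphatases 2C are negative regulators of ABA signaling, and all 5 listed genes were at least 2-fold higher in NP in Swarna against 1 in Pokkali. *OsPP2C1* had 76.7 and 242 FPKM in Swarna EP and NP and 57.0 and 42.9 in Pokkali. *OsPP2C4*, past 2-fold in both, had log2 ratios of 2.23 and 1.09. Of the biosynthesis genes, *OsNCED2* LOC_Os12g42280 had 1.82 in Swarna and 0.68 in Pokkali.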

Further investigations would be required to understand if this can be explained by differential stress tolerance in Swarna and Pokkali post heading. 

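Set against random lists of genes with similar expression, the median log2 ratio of the brassinosteroid genes lay at the percentiles 3.2 in Swarna and 0.59 in Pokkali and that of the auxin genes at 0 and 0.36. The gibberellin genes lay at 89.8 and 96.9, toward NP. Jasmonic acid genes were at 100 and 99.3, cytokinin genes at 89.8 and 99.97 and abscisic acid genes at 75.1 and 57.5. The percentiles cover the members at least 2-fold different in at least 1 cultivar, 10 of 11 brassinosteroid, 11 of 13 gibberellin and 22 of 25 jasmonic acid genes and all of the other 3 lists. The random lists had median log2 ratios of their own. In Swarna these were −0.14 for gibberellin and 0.87 to 1.08 for the others, and in Pokkali 0.09 to 0.31. A percentile in the middle is thus not equality of NP and EP, and percentiles of different lists or cultivars have different references. After quantile normalization the abscisic acid genes were at 86.5 and 94.2 and the gibberellin genes in Swarna at 73.9. These percentiles describe lists that were compiled on the same samples and are not tests.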

Overall, our data shows a clear trend with higher expression of growth hormones, viz., AUX, GA, and BR, in elongating peduncles before heading, whereas JA, ABA, and cytokinins, associated with stress response, sugar signaling, and remobilization, exhibit higher expression after heading.

### Common Genetic Elements Underlying Peduncle Elongation and Male Reproductive Organ Development

Crop improvement in rice to optimize agronomic yields and stress tolerance largely relies on breeding programs. However, panicle enclosure due to impeded peduncle elongation in male sterile lines is a major challenge in achieving these goals. A number of studies have associated enclosed spikelets with inhibition of anther dehiscence, decreased pollen viability, slower pollen tube growth, and abnormal ovary development (Ekanayake et al., 1989, 1990; Jagadish et al., 2011, 2015). A comparative study of cytoplasmic male sterile line with its maintainer lines during panicle development revealed increased levels of ABA and reduced levels of GA and IAA in the cytoplasmic male sterile line (Chang’en et al., 1998). Deficiency of IAA and GAs and excess of ABA hinder anther development and induce pollen abortion (Shimizu and Kuno, 1967; Nakajima et al., 1991; Sunohara et al., 2009). Later, Yin et al. (2007) showed that deficiency of indole-3-acetic acid in panicle of male sterile lines downregulates GA oxidase (*OsGA3ox2*) resulting in decreased active GA levels, thereby hampering peduncle elongation manifested in the form of enclosed panicles and poor seed set (Yin et al., 2007). In the present study, several genes related to anther and pollen development were differentially expressed in both elongating and non-elongating peduncles. Although it is a well-known fact that male sterile lines exhibit varying degrees of panicle enclosure, the genetic basis of the relationship between anther development and peduncle elongation has not been established till date. To identify the common genetic elements regulating peduncle elongation and anther/pollen development, we compiled a list of 493 genes implicated in anther/pollen development and checked their expression in peduncles.

Most of the anther development-related genes, also exhibiting higher expression in elongating peduncles before heading (50 in number), encode glycoside hydrolases, serine carboxypeptidases, and kinases. Some of these genes have already been characterized for their roles in anther development and/or internode elongation. Among these, *DCW11* (Fujii and Toriyama, 2008), *OsSTRL2* [strictosidine synthase; (Zou et al., 2017)], *EDT1* [*Earlier Degraded Tapetum 1*; (Bai et al., 2019)], *OsABCG3* [ATP-binding cassette transporter; (Chang et al., 2018)], *OsGH3.8* (Yadav et al., 2011), *OsSPO11D* (Shingu et al., 2012), *OsUAM3* (Sumiyoshi et al., 2015), and *OsUCL23* (Zhang et al., 2020) have been shown to regulate diverse aspects of anther and pollen development. 

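The tapetum gene *EDT1* had log2 ratios of −1.26 in Swarna and −2.12 in Pokkali, and *DCW11*, a protein phosphatase 2C gene, −1.37 and −1.61. *OsABCG3*, an ABC transporter gene of pollen wall formation, had 2.56 and 0.237 FPKM in Swarna EP and NP and 6.85 and 0.0502 in Pokkali. *OsGH3.8*, of auxin conjugation, had −2.32 and −1.41, *OsSPO11D* −1.85 and −1.47 and *OsUCL23* −2.07 and −1.54. *OsSTRL2* stayed below 1 FPKM in all groups, with 0.845 and 0.0865 in Swarna EP and NP and 0.558 in Pokkali EP, and was listed at 0 in Pokkali NP.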

*OsSTRL2* expression was detected only in tapetal cells and microspores, and knockout mutant resulted in male sterility mainly due to defects in anther wall and pollen exine formation (Zou et al., 2017). Several others in this category have been shown to regulate both vegetative and reproductive organ development. For example, *DNL1* (*Dwarf and Narrow Leafed 1*) encoding cellulose synthase like D4 is the major QTL regulating plant height and leaf width in rice. 

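*DNL1*, the locus of *CSLD4* (LOC_Os12g36890), lies on chromosome 12 from 22602880 to 22607315. It had 4.64 FPKM in Swarna EP and 0.0825 in Swarna NP, and 2.81 and 0.127 FPKM in Pokkali EP and NP.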

The mutant exhibits defects in anther dehiscence and pollen formation as well (Yoshikawa et al., 2013). Similarly, antisense transgenic plants of *OsTUB8* encoding β-tubulin exhibit shorter plant height as well as reduced seed set (Yang et al., 2007). 

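*OsTUB8* LOC_Os03g45920, a gene of the microtubule subunit beta-tubulin, had 31.3 FPKM in Swarna EP and 7.56 in Swarna NP, and 90.5 and 12.8 FPKM in Pokkali EP and NP.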

Loss of function of *OsER2* (*ERECTA*) encoding phytosulfokine receptor led to reduced plant height and panicle size by affecting cell proliferation and growth in rice (Zhang et al., 2018). Furthermore, *SLG* (*Slender Grain*) from this group encodes BAHD acyltransferase and has been shown to regulate leaf angle, grain length, and plant height by modulating brassinosteroid levels (Liu et al., 2016). 

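The log2 ratio of *OsER2* LOC_Os02g53720 was −4.87 in Swarna and −4.49 in Pokkali. Among the 50 anther genes on the EP side, the receptor-like kinase gene LOC_Os01g07560 had −3.32 and −3.14.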

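*SLG* LOC_Os08g44840 had 6.44 FPKM in Swarna EP and 0.241 in Swarna NP, and 3.08 and 0.113 FPKM in Pokkali EP and NP.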

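*SWEET11* LOC_Os08g42350, on chromosome 8 from 26725898 to 26728795, had 11.5 FPKM in Swarna EP and 0.235 in Swarna NP, and 6.26 and 0.342 FPKM in Pokkali EP and NP. It was the only one of the 11 listed *SWEET* genes that was at least 2-fold higher in EP in both cultivars.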

Interestingly, *OsSWEET11*, involved in sucrose transport and maintaining the sucrose concentration in the embryo-sac, also exhibited higher expression in EPs before heading (Ma et al., 2017).

Similarly, some of the genes exhibiting high-expressing genes in non-elongating peduncles as well as anther development have been experimentally shown to play role in grain filling and abiotic stress response. Among these, *OsMGD2* (monogalactosyldiacylglycerol synthase) affects plant height, anther development, and overall rice grain yield (Basnet et al., 2019). 

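*OsMGD2* LOC_Os02g55910, whose product makes galactolipids, had 9.93 FPKM in Swarna EP and 66.7 in Swarna NP, and 13.1 and 47.4 FPKM in Pokkali EP and NP, log2 ratios of 2.69 and 1.82.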

*SSG6* (*Substandard Starch Grain 6*) has previously been shown to regulate starch grain morphology and size in pollen and seeds (Matsushima et al., 2016). 

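*SSG6* LOC_Os06g03990, which Supplementary Table 3D lists as *OsACS6*, had 4.65 and 28.3 FPKM in Swarna EP and NP and 5.56 and 19.9 in Pokkali.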

The *ssg6* mutant affected duration to heading, culm length, number of panicles, and seed weight. *OsSUT1* an important sucrose transporter is also upregulated after heading. Disruption of *OsSUT1* does not affect pollen maturation but their function gets impaired (Hirose et al., 2010), whereas *OsMST6* (Monfared et al., 2020) and *OsNHX1* (Almeida et al., 2017) regulate abiotic stress response. 

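*OsNHX1* LOC_Os07g47100, a vacuolar sodium proton antiporter gene, had 18.6 FPKM in Swarna EP and 128 in Swarna NP, and 20.9 and 61.6 FPKM in Pokkali EP and NP. The log2 ratios of *MST6* were 1.85 in Swarna and 2.57 in Pokkali.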

Interestingly, *OsCIPK23* (calcineurin B-like interacting protein kinase) has been implicated in mediating common signaling pathways between pollination and drought stress response (Yang et al., 2008).

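*OsCIPK23* LOC_Os07g05620 had 19.7 and 93.4 FPKM in Swarna EP and NP and 18.6 and 52.4 in Pokkali, log2 ratios of 2.21 and 1.47.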

The pivotal roles played by these genes in regulating anther development, plant height, grain filling, and abiotic stress response at the time of heading suggest that these as crucial candidates for alleviating the problem of panicle enclosure in male sterile lines and related agronomically important traits.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157727.

## Author Contributions

RS conceived and designed the study. MK performed all the experiments and the data analysis. MK and RS drafted the manuscript. CV, VC, KK, AP, and MKS participated in experiment design, sampling as well as implementation of the project. All authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://rice.plantbiology.msu.edu/

2 https://stat.ethz.ch/R-manual/R-devel/library/stats/html/stats-package.html

3 https://cran.r-roject.org/web/packages/scatterplot3d/index.html

4 http://systemsbiology.cau.edu.cn/PlantGSEA/

5 https://mapman.gabipd.org/

6 http://qtaro.abr.affrc.go.jp/ogro

7 https://funricegenes.github.io/

## Supplementary Material

Supplementary Table 1 Summary statistics of RNA sequencing.

Supplementary Table 2A List of genes exhibiting higher expression in non-elongating peduncles (NP) compared to elongating peduncles (EP) in both Swarna and Pokkali.

Supplementary Table 2B List of genes exhibiting higher expression in elongating peduncles (EP) compared to non-elongating peduncles (NP) in both Swarna and Pokkali.

Supplementary Table 3A List of differentially expressed cellulose synthase and synthase like genes in rice peduncles.

Supplementary Table 3B List of differentially expressed lignin biosynthesis genes in rice peduncles.

Supplementary Table 3C List of differentially expressed carbohydrate metabolism and transport-related genes in rice peduncles.

Supplementary Table 3D List of differentially expressed hormone-related genes in rice peduncles.

Supplementary Table 3E List of differentially expressed transcription factor encoding genes in rice peduncles.

Supplementary Table 4 List of differentially expressed genes in rice peduncles overlapping with anther/pollen associated genes extracted from RiceAntherNet, funRiceGenes and OGRO databases.

Supplementary Table 5A Enriched MapMan pathways among upregulated genes in elongating peduncles (EP) of both Pokkali and Swarna plants.

Supplementary Table 5B Enriched MapMan pathways among the genes exclusively upregulated in elongating peduncles (EP) of Pokkali.

Supplementary Table 5C Enriched MapMan pathways among exclusively upregulated genes in elongating peduncles (EP) of Swarna.

Supplementary Table 5D Enriched MapMan pathways among upregulated genes in non-elongating (NP) peduncles of both Pokkali and Swarna plants.

Supplementary Table 5E Enriched MapMan pathways among exclusively upregulated genes in non-elongating (NP) peduncles of Pokkali.

Supplementary Table 5F Enriched MapMan pathways among exclusively upregulated genes in non-elongating (NP) peduncles of Swarna.

How the deposited data were processed for this re-analysis (not part of the article)

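Peduncles of the rice cultivars Swarna and Pokkali were collected before heading (EP) and after heading (NP), with 3 libraries in each of the 4 groups, and sequenced as reads of 100 bp. The authors filtered the reads with the NGSQC Toolkit, aligned them with HISAT2 version 2.1.0 to the genome of the Rice Genome Annotation Project version 7, assembled transcripts with StringTie version 1.3.3b, merged the assemblies with Cuffmerge, determined differential expression with Cuffdiff and, by the paper's methods, quantified FPKM with Cufflinks. The values were used as the authors deposited them, in FPKM (mapped fragments per kilobase of transcript, scaled to the depth of the library), 1 value per assembled gene and group, in which the 3 libraries of a group are combined. No further scaling was applied in the values given beside the paper's statements.

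The paper's Supplementary Table 1 gives 690 M reads in total, of which 616 M passed the filter and 590 M aligned. Summed over the libraries of a group, 149 M reads aligned for Swarna EP, 122 M for Swarna NP, 137 M for Pokkali EP and 182 M for Pokkali NP. Since the values hold no counts and no replicates, no error, interval or test could be calculated for a gene, and low FPKM values are the least precise.

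Of 73,781 rows, 20,098 are at 0 in all groups. Rows that name a single locus were used, and where a locus had several such rows, the one with the highest mean FPKM over the 4 groups was taken. Among the 19,126 genes with an FPKM of at least 1 in at least 1 group, 4,983 had several rows and 822 were listed at 0 in at least 1 group. The ratio of NP to EP in each cultivar and the ratio of Swarna to Pokkali at each stage were taken on log2 of FPKM plus 0.5, and a ratio of at least 2-fold was counted as a difference. The number of genes that 2 independent lists would share is the product of their sizes over the genes compared. Principal components were centred and not scaled. Expressed genes had an FPKM of at least 1, the level used in the paper. Where a gene is listed at 0 in a group, no fold is given against that group, except for *OsGAMYBL2* beside the paper's value. Counts, medians and rankings still use its log2 ratio, whose size depends on the constant added. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

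Gene lists were taken from Supplementary Tables 3A to 3E and 4, by locus identifier. Their genes were selected by the study on the same samples. List tallies and medians cover all listed genes, also those under an FPKM of 1 in all groups, so that 780 of the 815 genes of Supplementary Table 3E pass the filter and all are counted. Percentiles cover the listed genes that pass the filter and differ at least 2-fold in at least 1 cultivar. The median log2 ratio of these was placed among 10,000 random lists of as many genes, drawn from all genes that meet the same conditions and matched on mean log2 level in 20 bins. These random lists have median ratios of their own, so a percentile in the middle does not stand for equal levels in NP and EP. Percentiles are given for lists with at least 5 such genes, and not for Supplementary Table 4, whose genes were sorted by direction. The calculation was run on simulated data without noise, in which 400 genes with a mean of at least 10 FPKM were set at 4-fold in both cultivars. All 400 were recovered among 19,126 genes. This outcome follows from the construction, so it checks the code alone and not the reliability of the measured values.

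Before the data were examined, a linear model with an adjusted p-value over the 12 libraries had been chosen, with a replicate block, tests of gene lists and regroupings of the libraries. None of these can be run on group values, so the fold minimum alone was kept, and the filter that asked for 3 of the 12 libraries was replaced by the filter on group values that had been listed as its alternative. Lists of genes by words in their description, and markers of other tissues, had also been chosen. They were not used, since the deposited values hold no descriptions and the reference of gene names carries no identifiers of the Rice Genome Annotation Project. Of the signs of uneven RNA that had been listed, the share of FPKM on the 10 highest genes was calculated, at 10.6% in Swarna EP, 16.9% in Swarna NP, 8.69% in Pokkali EP and 13.0% in Pokkali NP.

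The genes named were chosen by a rule of the same date. It covers genes that the study names and that have a locus in its Supplementary Tables 3A to 4, the 10 genes with the largest mean log2 ratio among those at least 2-fold different the same way in both cultivars in each direction, the genes with the largest differences of the ratio between cultivars, and up to 4 members of each list with the largest ratio. Genes without a symbol in the tables were limited to 2 identifiers in each direction. The condition that every library lie on 1 side could not be applied, and further members of the study's tables were named as examples. Values of genes in the study's tables had been seen before the rule was written. Genes of the paper that have no locus under their name in these tables, and the enrichment of functional classes, are not analysed here. Of the 15 Pokkali values of Supplementary Tables 3A to 3D that differ from the paper's, 13 are given, and the genes of the others are counted in the tallies but not reported here.

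Alternatives were an added constant of 0.1 or 1, no filter, median-ratio scaling, quantile normalization and a level of 0.5 FPKM for expressed genes. Chosen after seeing the data were an added constant of 0.001, the sum of a locus's rows, loci with 1 row alone, the highest value of any row, leaving out genes listed at 0, ratios less the median of the cultivar, equal column sums with and without the 10 most abundant genes and an FPKM of at least 10.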

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

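The tests of the scaling and of the count about the medians were chosen after the result was seen, and the tests with equal column sums and with a minimum of 10 FPKM were chosen after seeing the data but before their own results. Genes with a difference of at least 2-fold in opposite directions in the cultivars are given for a closer look, 65 higher in NP in Swarna and in EP in Pokkali, and 131 the reverse. Each group is 1 value, and the difference between the cultivars was not tested.

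Among genes of the carbohydrate and hormone tables, 4 had such opposite differences. The log2 ratio of *INV3/VIN2*, a vacuolar invertase gene, was 3.40 higher in Swarna than in Pokkali, and that of *OsPLDα3*, a phospholipase D gene of the ABA group, 2.11 higher. For the starch phosphorylase gene *PHOL/PHO1* the ratio in Swarna less that in Pokkali was −2.80, and for the triose phosphate translocator gene *TPT2* it was −3.12. None of these differences was tested.

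Assembled loci without a name also differed, 93 being at least 2-fold higher in NP in both cultivars and 109 in EP. No control samples exist for them, and the values are above 0 in at least 1 group.

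In Swarna 1.69 times as many genes differed at least 2-fold as in Pokkali. The tables argue against the scaling of the groups and the noise of low values as the whole cause, since this number stayed at 1.59 after quantile normalization and 1.60 over genes with an FPKM of at least 10, whereas median-ratio scaling changed next to nothing and decides nothing. A few abundant genes with a larger share of FPKM in Swarna NP would lower the ratios of the other genes together. The median log2 ratio of all genes was 0.03 in Swarna and 0.05 in Pokkali. These values argue against such a common shift in the deposited FPKM. Counted about the median of all genes of each cultivar, the number was 1.7, as medians this small move little. Equal column sums without the 10 most abundant genes, at 1.86, raise the Swarna count by their own shift and decide nothing. Of the genes past 2-fold in Swarna alone, 69.9% had a ratio of the same sign in Pokkali, which lies between the bounds of 60 and 70% set for this test, so a common response of larger size in Swarna and responses that differ in kind cannot be told apart. The spread between the libraries, a difference in developmental age within the days of sampling and a difference between the genotypes stay open and were not tested.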

How the results depend on the processing

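The constant of 0.001, both scalings to equal column sums, the sums of rows, the loci with 1 row, the highest row, the genes without a value of 0 and the minimum of 10 FPKM were chosen after seeing the data. Counts within 1.5 times and log2 ratios within the log2 of 1.5 were taken as the same. No paired analysis was possible because the deposited values combine the 3 libraries of each group and carry no replicate numbers. For the same reason a fit on the groups compared, the P-value threshold, no fold minimum, library weights, leaving out libraries, the correlation within lists and thresholds per library were not run.

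All 48 values for expressed genes stayed within 1.5 times, as did 123 gene counts, while 21 moved. Of the list tallies 4543 stayed and 449 moved, and among log2 ratios of named genes 3933 stayed, 930 moved and 1 reversed. Empty tallies that remained empty are among those that stayed. Percentiles of lists stayed within 10 points in 1334 cases and moved further in 232. Among the lists whose percentiles are printed, those of ABA moved most, from 75.1 in Swarna and 57.5 in Pokkali to 96.2 and 98.9 with equal column sums. Where a value moved, the cause was not tested unless the alternative's construction gives it, as for smaller numbers of genes compared.

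With equal column sums, 2,856 genes were higher in NP and 8,545 in EP in Swarna. In both cultivars 5 lignin genes and 2 cytokinin genes were then higher in EP, and 2 genes of sucrose degradation, 2 invertases, 2 ABA genes, 1 auxin gene, 3 gibberellin genes and 16 of the anther genes listed for NP were higher in NP. These tallies carry the shift of the median of all genes, −0.82 in Swarna and −0.19 in Pokkali. Relative to it, 3 lignin and 2 cytokinin genes were higher in EP, and 4 genes of sucrose degradation, 3 invertases, 4 ABA genes, 2 auxin genes, 5 gibberellin genes and 25 of the anther genes were higher in NP. Taking out this shift largely undoes the scaling, so the numbers relative to it lie near those of the deposited FPKM by construction. As scaled, the log2 ratio in Swarna was 2.65 for *SUT1* and −2.28 for *OsBRI1*. Without the 10 most abundant genes in the sums, 3,092 genes were higher in NP and 7,923 in EP in Swarna, 42 were higher in NP in Swarna and in EP in Pokkali, and the list numbers as scaled were 3 for sucrose degradation, 2 for invertases and 2 for ABA in NP and 2 for cytokinin in EP. The log2 ratios were 2.77 and −2.16.

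With a minimum of 10 FPKM, which compares fewer genes, 1,962 genes were higher in EP in Swarna, 1,389 in Pokkali and 993 in both, and 83 were higher in EP in Swarna and in NP in Pokkali. The ratios of the cultivars differed for 4,491 genes, and the cultivars differed at EP for 1,837 and at NP for 4,530. Over loci with 1 row, also fewer, 1,346 genes were higher in NP in both cultivars, and 36 in NP in Swarna and in EP in Pokkali. With the sum of the rows, the log2 ratio of *CSLE2* LOC_Os02g49332 in Pokkali reversed to 0.063.

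The constant added to FPKM moved genes of low values. At 0.1, 135 genes were higher in NP in Swarna and in EP in Pokkali and 247 the reverse, 1 *CESA* or *CSL* gene was higher in NP in both cultivars, 2 cytokinin genes were higher in EP, and *GA3ox2* had −2.52 in Swarna and −2.70 in Pokkali. At 0.001, these values were 188, 309, 1, 2, −4.71 and −4.12. At 1, 83 genes were higher in EP in Swarna and in NP in Pokkali, 2 genes of sucrose degradation and 1 invertase were higher in NP in both, and 1 jasmonic acid gene in EP.

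After quantile normalization, 2 genes of sucrose degradation, 2 invertases and 2 ABA genes were higher in NP in both cultivars and 2 cytokinin genes in EP, the number for sucrose degradation being 3 relative to the shift of the median of all genes, and *SUT1* had 2.87 in Swarna. Median-ratio scaling gave 2 cytokinin genes in EP. The distance between the cultivars in NP over that in EP was 1.60 on log2 values of all loci, 1.86 without the 10 loci of highest variance and 1.63 on log2 values of the genes compared, above 1 in each case.

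The values carry no counts, so the depth behind a single value is unknown, and Swarna NP, with 122 M aligned reads, had the fewest.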

Differences from the paper's values

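The comparison of table values with other rows of a locus and the settings named in the text as such were chosen after seeing the values. The Figure 2 values are read by eye, and its error bars are standard errors. For *GA3ox2* the paper's value is about 1.8 in Swarna EP and about 3.2 in Pokkali EP in Figure 2, against 0.599 and 0.867 FPKM here. For *OsBRI1* the paper's value is about 0.73 in Swarna EP, about 0.2 in Swarna NP and about 2.1 in Pokkali EP in Figure 2, against 27.9, 10.1 and 25.2 FPKM in the row used here. Of the alternatives set before the data were examined, median-ratio scaling applies to these values, and all 5 still differed under it. The other row of *OsBRI1*, looked at after seeing the values, holds 0.612, 0.173 and 1.61 FPKM in these groups.

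The log2 fold changes of Supplementary Tables 3A to 3E were compared after adding 0.001 to FPKM, the constant found in Table S2, where the FPKM of all 3223 genes match the deposited values once it is subtracted and those of 1037 as listed. Within 0.05, 1006 of 1024 values matched in Swarna and 961 of 1024 in Pokkali. For named genes, 6 values differed in Swarna and 15 in Pokkali. The alternatives set before the data were examined that apply are the constants 0.1 and 1, median-ratio scaling and quantile normalization, and none of these 4 brought a value within the tolerance unless stated. Each differing value lies within 0.01 log2 of another row of the same locus, a comparison made after seeing the values.

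In Swarna the paper's value for *SWEET15* is −1.30 against 0.12 here, for *SWEET3b* 1.13 against −0.10, for *OsPLDα11* 8.71 against 0.83 and for *SAPK10* 2.63 against 0.34. The paper's value for *OsACS1* is −7.51 against 0.17 here, and for *OsAOS2* 1.64 against 0.70.

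In Pokkali the paper's value for *SWEET4* is −2.78 against 0.19 and for *SWEET13* −0.33 against 0.94. For ABA genes, the paper's value is 0 against −0.20 here for *OsABA8OX2*, 0.23 against 0.86 for *OsbZIP23* and −8.03 against 0.32 for *OsPLDα1*. Among auxin genes, the paper's value is 8.20 against −0.44 here for *OsASA1*, 1.61 against 0.15 for *OsTAA1;1*, −5.07 against −0.19 for *OsIAA10*, 0.37 against −0.86 for *OsIAA14* and 7.06 against 0.59 for *OsTIR1;1*. For *OsARF11* the paper's value is −0.73 against −7.20 here and −1.27 with 0.5 added, and a constant of 1 brings it within the tolerance while the other 3 alternatives do not. The paper's value is −0.25 against 0.39 here for *OsETR1;2*. For *OsGAMYBL2* the paper's value is 2.20 against 6.92 here. Its EP value is listed at 0, so the size of 6.92 is set by the constant of 0.001 and is no measured fold.

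In Supplementary Table 3E, 12 values differed in Swarna and 48 in Pokkali. Folds that rest on a group listed at 0 depend on the constant added, as for *SWEET1b*, *OsLOX2;1*, *OsJMT2* and *4CL* LOC_Os01g67540. Table S2 lists the same p-value in both cultivars for all 3223 genes, with 2302 of them at the smallest, 0.000406. Of its NP genes, 1613 of 1723 were at least 2-fold higher in NP in both cultivars here, and all 1723 with 0.001 added, and of its EP genes 1401 of 1500, and 1498 with 0.001 added. The paper also applied a P-value threshold, which is not applied in the counts here. The number of genes higher in EP in both cultivars, the paper's value being 1500, is within 1.5 times at 2,098, and under a constant of 0.1 it is 2,435.

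The paper describes *CSLH1* as higher after heading, and its log2 ratio was −0.07 in Swarna and 1.26 in Pokkali. It describes genes of 4CL as higher in NP in Swarna and in EP in Pokkali. Here *4CL* LOC_Os01g67530 had 2.14 and 0.31 and *OsOPCL1/4CL* 1.75 and −0.70. *INV3* is described as upregulated after heading, and the log2 ratio was 1.66 in Swarna and −1.74 in Pokkali. In its discussion *SUT1* is described as upregulated before heading, whereas its log2 ratio here was 3.51 in Swarna and 1.7 in Pokkali, higher in NP, as in the paper's own results. It describes the brassinosteroid genes other than *OsBRL3* as higher before heading. Of the 11 genes 8 had a negative log2 ratio in both cultivars, and *OsBSL2* had 1.09 and 0.32. It describes *GA2ox4* as higher after heading, and its log2 ratio was −0.26 in Swarna and 2.04 in Pokkali. *OsNCED2* stands for different loci in its Supplementary Tables 3D and 4, and LOC_Os03g44380 is named *OsNCED1* in the former and *OsNCED3* in the latter.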

Other observations

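The tests of the table values and of the loci at 0 were chosen after their results were seen. The split between NP and EP changed with the level of a gene. Among 11,299 genes with a mean FPKM under 10, 2,258 were at least 2-fold higher in NP and 3,628 in EP in Swarna, and 1,516 and 1,928 in Pokkali. Among 7,099 genes from 10 to 100 the numbers were 2,496 and 1,125 in Swarna and 1,313 and 819 in Pokkali, and among 728 genes over 100 they were 327 and 96 and 211 and 80.

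The genes *PHOH/PHO2*, *PHOL/PHO1*, *DPEI*, *TPT1* and *TPT2*, chosen after their values were seen, had higher values in NP in Pokkali and lower values in NP in Swarna. In Pokkali NP they had 154, 210, 118, 136 and 5.09 FPKM, and in Swarna NP 11.7, 14.4, 14, 12.0 and 0.159. Of the other starch degradation genes, *GWD1*, *BAM2*, *BAM3* and *BAM9* were at least 2-fold higher in NP in both cultivars.

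Values of the study's tables that differ from the row of highest level may come from another row of the same locus. Of the differing values at loci with several rows, 100% matched another row within 0.01 log2. In Swarna 9 and in Pokkali 28 of them differ in sign from the row of highest level.

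For 3 abundant loci, chosen after their values were seen, a single group is listed at 0. LOC_Os09g08910 is listed at 0 in Swarna EP, with 899 FPKM in Swarna NP, 1,850 in Pokkali EP and 2,112 in Pokkali NP. LOC_Os10g39860 is listed at 0 in Swarna NP, with 4,239 FPKM in Swarna EP, 4,757 in Pokkali EP and 7,939 in Pokkali NP, and LOC_Os08g15270 in Pokkali NP, with 111, 74.1 and 107 FPKM in the other groups. A candidate explanation is that the estimate failed for the whole assembled locus in that group. Of 9 other rows with the same span that are above 0 in another group, 0 were above 0 in the group at 0. A loss of expression was not tested.

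Of 1,927 assembled loci without a name and with an FPKM of at least 1, 482 were at least 2-fold higher in NP and 420 in EP in Swarna, and 250 and 229 in Pokkali. One of them, on chromosome 2 from 28715348 to 28721985 and chosen after its values were seen, had 7,380 FPKM in Swarna NP and was listed at 0 in the other groups. The comparison of rows at loci listed at 0 did not cover it. Whether its estimate failed in the other groups was thus not tested.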
